# MEF2C protects bone marrow B-lymphoid progenitors during stress haematopoiesis

**DOI:** 10.1038/ncomms12376

**Published:** 2016-08-10

**Authors:** Wenyuan Wang, Tonis Org, Amélie Montel-Hagen, Peter D. Pioli, Dan Duan, Edo Israely, Daniel Malkin, Trent Su, Johanna Flach, Siavash K. Kurdistani, Robert H. Schiestl, Hanna K. A. Mikkola

## Abstract

DNA double strand break (DSB) repair is critical for generation of B-cell receptors, which are pre-requisite for B-cell progenitor survival. However, the transcription factors that promote DSB repair in B cells are not known. Here we show that MEF2C enhances the expression of DNA repair and recombination factors in B-cell progenitors, promoting DSB repair, V(D)J recombination and cell survival. Although *Mef2c*-deficient mice maintain relatively intact peripheral B-lymphoid cellularity during homeostasis, they exhibit poor B-lymphoid recovery after sub-lethal irradiation and 5-fluorouracil injection. MEF2C binds active regulatory regions with high-chromatin accessibility in DNA repair and V(D)J genes in both mouse B-cell progenitors and human B lymphoblasts. Loss of *Mef2c* in pre-B cells reduces chromatin accessibility in multiple regulatory regions of the MEF2C-activated genes. MEF2C therefore protects B lymphopoiesis during stress by ensuring proper expression of genes that encode DNA repair and B-cell factors.

## Abstract (web summary)

MEF2C is a transcription factor required for B-cell proliferation. Here the authors show that MEF2C is also needed in B-cell development and recovery from stress by inducing expression of DNA repair factors that prevent double stranded breaks and enable VDJ recombination.

Sustained B lymphopoiesis through various stress conditions is essential for maintaining a functional immune system. B lymphopoiesis occurs in bone marrow where B-lymphoid progenitors undergo V(D)J recombination to generate B-cell receptors (BCRs)^1^,^2^,^3^,^4^. The success of V(D)J recombination is critical for humoral immunity as diverse BCRs are required to recognize antigens and generate antibodies. V(D)J recombination is initiated by creating DNA double strand breaks (DSBs) by RAG recombinases at the border of recombining gene segments^5^,^6^. After rearrangement, the DSBs are repaired by non-homologous end joining (NHEJ) machinery^7^,^8^. Defective DNA repair during this process results in cell death or genetic lesions^9^, making B lymphopoiesis inherently vulnerable. To ensure genomic integrity, B-lymphoid progenitors tightly regulate cell survival and exclude cells with abnormal rearrangement^10^. This homeostatic balance is altered during physiological ageing^11^,^12^,^13^ due to reduced V(D)J recombination efficiency^14^,^15^ and increased B-lymphoid progenitor death^16^, which contributes to the impaired immune function during ageing.

The haematopoietic system encounters various stress factors that necessitate rapid proliferation of stem/progenitor cells to replenish the blood/immune system^17^. The regeneration of the haematopoietic system under such situations is called stress haematopoiesis and can be induced by bone marrow transplantation^18^, radiation and chemotherapy^19^, bleeding^20^ and infection^21^. In addition to investigating the effects of stress on haematopoietic stem cell maintenance, several studies have focused on stress erythropoiesis and identified multiple unique signals that regulate this process^22^. However, little is known how other haematopoietic lineages secure proficient progenitor proliferation and differentiation during stress.

Studies have identified myocyte enhancer factor 2C (MEF2C) as a regulator of the B-lymphoid system. MEF2C is a MADS box transcription factor originally discovered as a regulator of cardiogenesis and myogenesis^23^. In bone marrow, *Mef2c* is highly expressed by common lymphoid progenitors (CLPs) and B-lymphoid cells, whereas *Mef2c* expression is minimal in T cells, granulocytes and erythrocytes^24^. Deletion of *Mef2c* by B-cell-specific Cd19-Cre showed that MEF2C is required for BCR-induced proliferation of splenic B cells^25^,^26^,^27^; however, as the deletion of *Mef2c* was not complete in bone marrow B-cell progenitors, this model cannot be used to evaluate the presence of B-cell progenitor defects. Deletion of *Mef2c* using Mx1-Cre and PIPC treatment followed by transplantation or culture led to a severe reduction in the number of B cells, whereas myeloid cell numbers were increased, indicating a role for MEF2C in myeloid/lymphoid fate choice^24^. We previously showed that haematopoietic deletion of *Mef2c* using Vav-Cre results in a reduction of bone marrow B-cell progenitors, especially pre-B cells, without overtly affecting the peripheral B-cell pool during homeostasis^28^. A requirement for MEF2C within bone marrow B-lymphoid cells was also documented using B-cell-specific Mb-1-Cre. This led to a reduction of B cells in both bone marrow and spleen of neonates. Although peripheral cellularity of B cells was corrected in adult mice, bone marrow B lymphopoiesis remained compromised^29^. Another study showed that MEF2C acts redundantly with MEF2D, and that MEF2C/D are activated by pre-BCR signalling. Chromatin immunoprecipitation-sequencing (ChIP-seq) analysis showed that MEF2C directly binds to several pre-B-cell genes, and possibly regulates them together with other B-cell regulators such as E2A and IKAROS^30^. Although these studies show a requirement for MEF2C in B-lymphoid progenitors, the cellular and molecular mechanisms through which MEF2C protects bone marrow B lymphopoiesis are mostly unknown. Moreover, little is known about MEF2C function during stress. This question is particularly intriguing as *Mef2c*-deficient mice share features of B-lymphoid ageing^28^, which is characterized by reduction of bone marrow B-cell progenitors, whereas peripheral B-cell cellularity can initially be maintained through compensatory mechanisms^11^,^12^,^13^.

Here we report that MEF2C protects bone marrow B-lymphoid progenitors by augmenting the transcription of factors crucial for DNA repair and V(D)J recombination, thereby ensuring efficient bone marrow B lymphopoiesis. Loss of *Mef2c* severely compromises B-lymphoid recovery after sub-lethal irradiation or 5-fluorouracil (5-FU) injection, documenting a critical function for MEF2C during regenerative stress. We find that MEF2C binds directly to regulatory regions of genes encoding DNA repair and V(D)J factors, as well as B-cell transcription factors in mouse B-cell progenitors and human B-lymphoblasts, co-localizing with epigenetic marks representing active enhancers and promoters. ATAC-sequencing (ATAC-seq) shows that MEF2C is required for proper chromatin accessibility of regulatory regions of its target genes in mouse pre-B cells. These findings uncover a central role for MEF2C as a transcriptional activator of DNA repair and B-cell regulatory machinery in B-lymphoid progenitors, and establish that MEF2C-dependent transcriptional mechanisms are required to secure efficient bone marrow B-cell production during stress haematopoiesis.

## Results

### MEF2C maintains the cellularity of B-lymphoid progenitors

To define the processes that MEF2C regulates in B-lymphoid cells, *Mef2c*^fl/fl^ was conditionally deleted in mice using Vav-Cre^28^,^31^. Unless otherwise stated, middle-aged mice (7–11-month-old, males and females) were used for the analyses, as our prior study showed that the reduction in *Mef2c*-deficient B-cell progenitors was most notable at this age^28^. Analysis of larger groups of mice confirmed a reduction of bone marrow B cells in *Mef2c*-deficient mice, while B-lymphocytes in blood and spleen were not significantly affected (Supplementary Fig. 1). In addition to the reduction of pre-pro-B and pre-B cells in *Mef2c*-deficient mice observed previously^28^, analysis of a larger cohort of mice suggested that all bone marrow B-lymphoid progenitor stages (pre-pro-B, pro-B and pre-B) were significantly reduced (Fig. 1a). The reduction of all bone marrow B-cell progenitor subsets was also confirmed by immunophenotyping B-cell development as defined by Hardy *et al.*^32^ (Supplementary Fig. 2a). In contrast, the cellularity of mature recirculating B cells (sIgM^+^ or Fr.F) in bone marrow was not affected (Fig. 1a). Moreover, Vav-Cre *Mef2c*^fl/fl^ mice showed no significant difference in the percentage of CLPs, defined as Lin^−^c-Kit^lo^AA4.1^+^IL-7Rα^+^Flt3^+^ (Fig. 1b) or Lin^−^IL-7R^+^Sca-1^lo^c-Kit^lo^ (Supplementary Fig. 2b). These data suggested that MEF2C has a critical function in maintaining the integrity of bone marrow B-lymphoid progenitor compartment.

Analysis of bone marrow B-cell progenitors at different ages showed a reduction already in young and middle-aged *Mef2c*-deficient mice. By 8–10 months of age, *Mef2c*-deficient mice exhibited a comparable decrease in pre-B-cell percentages as controls showed by 20–22 months (Supplementary Fig. 3). These results raised the question if MEF2C controls similar molecular and cellular processes that are negatively affected during B-cell ageing.

Regulation of cell viability is a critical mechanism by which B-lymphoid progenitors maintain quality control^10^. Analysis of caspase 3/7 activation revealed increased cell death of all bone marrow B-lymphoid progenitor subsets in *Mef2c*-deficient mice. This effect was specific to the B-cell progenitor compartment as sIgM^+^ mature B-lymphocytes, total bone marrow cells and CLPs were unaffected (Fig. 1c,d). These data suggest that MEF2C protects bone marrow B-lymphoid progenitor survival. *Bcl2l1*(Bcl-x_L_) is a known pro-survival factor for bone marrow B-cell progenitors and has previously been shown to be regulated by MEF2C in mature B cells^26^,^33^. Quantitative reverse transcription–PCR (Q-PCR) revealed that MEF2C is required for normal expression of *Bcl2l1* in both pro- and pre-B cells (Supplementary Fig. 2c), further validating the importance for MEF2C in regulating B-cell progenitor survival.

### MEF2C is essential for B-lymphoid recovery during stress

Since loss of *Mef2c* compromised the survival and cellularity of bone marrow B-lymphoid progenitors during homeostasis, we asked if these defects are exacerbated during stress. As sub-lethal irradiation ablates most haematopoietic cells and leads to rapid proliferation and differentiation of stem/progenitor cells, MEF2C requirement in haematopoietic recovery was first assessed following 6Gy sub-lethal irradiation (Fig. 2a). Two days after irradiation, loss of blood B, T and myeloid cells was observed in both *Mef2c*-deficient and control mice (Fig. 2b,c, Supplementary Fig. 4a,b). No significant difference in total white blood cell (WBC) or red blood cell counts was observed in *Mef2c*-deficient mice compared with controls before or after irradiation. The previously identified reduction in platelets^28^ was retained after irradiation (Supplementary Fig. 4c). However, while control mice regained normal levels of B cells within 6 weeks after irradiation, *Mef2c*-deficient mice showed minimal B-lymphoid recovery at this stage (Fig. 2b,c). In contrast, the recovery of T-lymphoid and myeloid lineages in *Mef2c*-deficient mice was comparable to controls (Fig. 2c, Supplementary Fig. 4a,b). The spleens of *Mef2c*-deficient animals also demonstrated impaired B-lymphoid recovery, excluding the sequestration of B cells in peripheral lymphoid organs as a major cause to the impaired recovery of circulating B cells (Fig. 2d).

To understand the compromised peripheral B-lymphoid recovery in *Mef2c*-deficient mice during irradiation-induced stress, the kinetics of bone marrow recovery was assessed (Fig. 3a). At 2 days after irradiation, the cellularity of bone marrow B-lymphoid progenitors was greatly reduced in both *Mef2c*-deficient and control mice. Although the recovery of total bone marrow BM cells was comparable between *Mef2c-*deficient mice and controls, the recovery of bone marrow B cells was markedly impaired in the absence of *Mef2c* (Fig. 3b, Supplementary Fig. 5a,b). By 2 weeks after irradiation, the cellularity of all bone marrow B-lymphoid progenitors in controls had drastically improved, and by 6 weeks reached a level comparable to unirradiated mice (Fig. 3c). In contrast, there was minimal recovery of all B-cell progenitor subsets in *Mef2c*-deficient mice at week 2. *Mef2c* loss also compromised CLP recovery 2 weeks post irradiation (Fig. 3d). By week 6, levels of pre-pro-B and pro-B cells in irradiated *Mef2c-*deficient mice were similar to unirradiated mice. This was not the case for pre-B cells and sIgM^+^ B cells that were still severely reduced (Fig. 3c). These data suggested that the impaired recovery of peripheral B cells in *Mef2c*-deficient mice during irradiation-induced stress haematopoiesis results from inefficient bone marrow B lymphopoiesis that is affected already at the level of CLP, and pinpointed the pre-B-cell stage as a major bottleneck in B-lymphoid recovery.

To investigate whether the poor regeneration of B-lymphoid cells in *Mef2c*-deficient mice correlates with increased cell death, viability of bone marrow B-cell progenitors was assessed. Caspase 3/7 staining 2 weeks after irradiation showed increased cell death in *Mef2c*-deficient B-lymphoid progenitors (Supplementary Fig. 5c), documenting a critical requirement for MEF2C in protecting bone marrow B-lymphoid progenitor survival on regenerative stress.

To test if MEF2C governs stress haematopoiesis caused by other factors, bone marrow recovery of control and *Mef2c*-deficient mice was analysed after 5-FU injection, which ablates cycling haematopoietic cells and promotes rapid proliferation and differentiation of remaining haematopoietic cells (Fig. 3e). Similar to the recovery from irradiation, the recovery of bone marrow B cells, but not total bone marrow or bone marrow myeloid cells, was compromised in *Mef2c*-deficient mice at week 2 (Fig. 3f). Analysis of bone marrow progenitor subsets revealed that MEF2C is required for proper B-lymphoid progenitor and CLP recovery on 5-FU induced stress haematopoiesis (Fig. 3g). These data collectively suggest that MEF2C is required to protect B-lymphoid progenitors during regenerative stress, even in the absence of DNA damage caused by external insults such as irradiation.

### MEF2C regulates DNA DSB repair in B-lymphoid progenitors

To determine the molecular basis for the inefficient B lymphopoiesis in *Mef2c*-deficient bone marrow, gene expression microarray analysis was used to identify the pathways regulated by MEF2C. The analysis was first focused on pre-B cells, which showed most drastic defects in the recovery from irradiation in *Mef2c*-deficient bone marrow.

Lack of *Mef2c* significantly (|FC|≥2.0, *P* value≤0.05) reduced the expression of 1,884 genes and increased the expression of 436 genes in pre-B cells (Fig. 4a, Supplementary Data 1). Gene ontology (GO) analysis of differentially expressed genes identified cell cycle, DNA repair and transcription processes among the most significantly enriched categories of the genes downregulated in *Mef2c*-deficient pre-B cells (Fig. 4b); few significant GO categories were identified among the upregulated genes (Supplementary Data 1). These data suggest that MEF2C primarily functions as an activator in bone marrow B-cell progenitors.

The genes that were downregulated in *Mef2c-*deficient pre-B cells included critical B-cell regulators: *Il7r,* which was previously identified as a direct target of MEF2C^24^, as well as *Tcf3*(*E2a*) and *Ebf1*, transcriptional regulators of B-lymphoid progenitor differentiation and V(D)J recombination^34^,^35^,^36^,^37^,^38^,^39^,^40^ (Fig. 4c). Their downregulation was also verified by Q-PCR (Fig. 4d).

As B-lymphoid progenitor development, survival and V(D)J recombination also require DNA DSB repair factors, the expression of DSB repair genes was examined. Analysis of microarray data suggested that loss of *Mef2c* affects both NHEJ and homologous recombination (HR) repair pathways. As such, the transcription of DSB sensors (*Mre11a* & *Rad50*) and effectors of both NHEJ (*Xrcc4*, *Xrcc6* and *Lig4*) and HR (*Chek1*&*2*, *Rad51* and *Rad54l*) was significantly downregulated in *Mef2c*-deficient cells (Fig. 4e). Reduced expression of selected DSB repair genes (*Mre11a*, *Xrcc4*, *Xrcc6* and *Lig4*) was validated by Q-PCR in pre-B cells (Fig. 4f).

To assess the functional requirement for MEF2C in DNA DSB repair, alkaline comet assay, which detects DNA strand breaks, was performed. Qualitative and quantitative analyses of comet tails revealed increased levels of DNA damage in *Mef2c*-deficient pre-B cells (Fig. 4g). To assay DSB repair specifically, immunostaining for γH2AX was conducted. Quantification of γH2AX foci revealed increased DNA DSBs in *Mef2c*-deficient pre-B cells (Fig. 4h), confirming the requirement for MEF2C in proper DSB repair in bone marrow B-lymphoid progenitors.

Although pre-B-cell stage was a major bottleneck in *Mef2c-*deficient B-lymphoid recovery during stress, the survival of other B-cell progenitors was also reduced in *Mef2c*-deficient mice. We thus asked if MEF2C regulates DNA repair in other B-cell progenitors. Microarray and Q-PCR analysis of pro-B cells suggested that MEF2C also transcriptionally regulates DNA repair machinery in these cells (Supplementary Fig. 6, Supplementary Data 2).

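RNA of pro-B cells (B220+IgM-CD43+CD24+), sorted by FACS from the bone marrow of 9-month-old mice, was measured on 5 Affymetrix arrays, 3 from control mice and 2 from Vav-Cre *Mef2c* fl/fl mice, in which *Mef2c* is deleted in haematopoietic cells. The *Mef2c* transcript, which encodes the transcription factor studied here, had a deposited value of 17359.9 ± 3426 (SD, n = 3 arrays) in control and 6799 ± 820.2 (SD, n = 2 arrays) in *Mef2c*-deficient pro-B cells. The log2 fold change of Mef2c was −1.34 (standard error 0.29), and both *Mef2c*-deficient arrays were below all 3 control arrays. It was the only 1 of 4 measured MEF2 family genes that passed, 1 of 4 adjusted over the list alone (camera over the family, adjusted p = 0.385). Of 17325 genes tested, 2897 fell and 1671 rose in *Mef2c*-deficient pro-B cells. A gene was called at the thresholds of the paper, a fold change of at least 2 and an unadjusted p of at most 0.05, here from limma. Abundant transcripts were mostly lower and scarce transcripts mostly higher in the absence of *Mef2c*. In 10 groups of genes by mean level, the median log2 fold change ran from 0.62 in the dimmest group to −1.10 in the ninth and −0.91 in the brightest. Less labelled RNA may contribute on *Mef2c*-deficient replicate 1. Its bacterial hybridisation controls, added in fixed amount, had a median of 2.69 on the log2 scale. This median was −0.87 to 0.64 on the control arrays and 0.72 on *Mef2c*-deficient replicate 2.

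The authors made the deposited values by robust multiarray averaging (RMA), and they stand on a linear scale. They reach 2322555, and 314 to 430 values per array lie above 65535, the largest signal a 16-bit scanner can record, while their natural logarithms run from 1.15 to 14.7. The values therefore appear to be e, and not 2, raised to the log2 signal of RMA. On that reading a deposited fold of 2 is a 1.62-fold difference in signal, a fold of 4 is 2.61-fold and a fold of 8 is 4.23-fold, and *Mef2c* was 1.90-fold lower in signal. The p-values of limma and of the gene list tests do not depend on this base, but the fold threshold does, and at a fold of 2 in signal 1835 genes fell and 752 rose. Fold changes are of the deposited values unless they are named as signal.

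No gene had an adjusted p under 0.05 from limma (0 of 17325 genes), where the smallest adjusted p was 0.0895, while 5593 genes had an unadjusted p under 0.05 and 2086 an adjusted p under 0.10. The unpaired test of the methods gave 12 genes at an adjusted p under 0.05, among them genes with tied values and so no spread. The 2 groups did not overlap in 54.3% of genes, where chance gives 20%. One array changed these counts in several cases. Without *Mef2c*-deficient replicate 1 limma gave 1680 genes at an adjusted p under 0.05, and without *Mef2c*-deficient replicate 2 it gave 1894 and the number of genes that rose was 3014. It was 967 without control replicate 1 and 984 without control replicate 3. The split into lower and higher also moved with the scaling of the arrays, to 1484 and 1374 genes after a further quantile normalization, to 1447 and 1170 after cyclic loess and to 4176 and 1067 with each array centred on its median. Centred on the mean of 12 housekeeping genes, 684 genes fell and 7244 rose, since this scaling shifted the median log2 fold change of all genes from 0.04 to 0.84, and centring on array medians shifted it to −0.19. The log2 fold change of Mef2c did not pass at −0.43 after the further quantile normalization, at −0.32 after cyclic loess, at −0.54 with housekeeping centring or at −1.25 with array weights, or at a fold of 2 in signal. Where the 1 probe set of *Mef2c* lies relative to the deleted exon is not given in the sources used here.

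**Figure D1:**
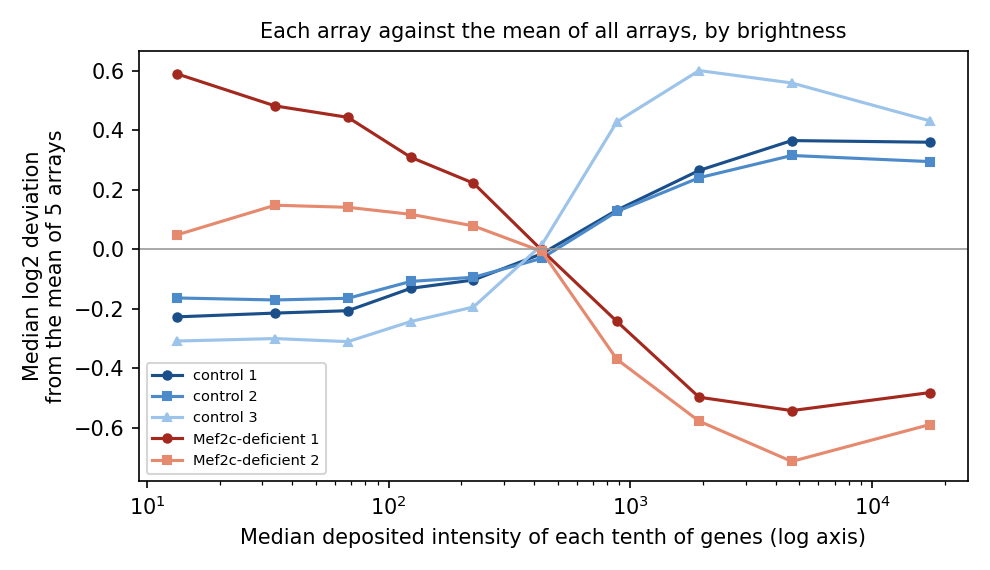
Median log2 deviation of each array from the mean of the 5 arrays (vertical axis) for genes in 10 groups by mean level, placed at the median deposited intensity of the group (horizontal log axis). Each line is 1 array. The 3 control arrays lie below the mean in the dim groups and above it in the bright ones, and both *Mef2c*-deficient arrays the other way round.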

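Of 33 measured DNA double-strand break (DSB) repair genes that the paper lists in Fig. 4e, 21 fell and 12 did not pass in *Mef2c*-deficient pro-B cells. Camera gave an adjusted p = 8.5e-09 for the list, but adjusted p = 0.445 with an estimated correlation. *Chek1*, a checkpoint kinase activated by ATR, had a deposited value of 7933 ± 1071 (SD, n = 3) in control and 1556 ± 806 (SD, n = 2) in *Mef2c*-deficient pro-B cells. *Chek2*, the checkpoint kinase activated by ATM, fell from 1988 ± 282 (SD, n = 3) to 488 ± 129 (SD, n = 2). *Rad54l*, an ATPase of homologous recombination, fell from 4125 ± 295 (SD, n = 3) to 933 ± 420.3 (SD, n = 2), and its homologue *Rad54b* from 634 ± 164 (SD, n = 3) to 103 ± 7.12 (SD, n = 2). *Exo1*, an exonuclease that resects DNA ends, is in the list of homologous recombination and not in that of Fig. 4e. It fell from 6231 ± 1355 (SD, n = 3) to 1145 ± 75.3 (SD, n = 2). In signal these genes were lower by 3.24-fold (*Chek1*), 2.67-fold (*Chek2*), 2.90-fold (*Rad54l*) and 3.20-fold (*Exo1*). *Rad54b* was below the array median on both *Mef2c*-deficient arrays, where the background limits the fold. Their log2 fold changes were −2.45 (standard error 0.41), −2.04 (0.30), −2.22 (0.36), −2.59 (0.31) and −2.42 (0.29), with unadjusted limma p of 0.0018, 0.00099, 0.0016, 0.00037 and 0.00041, for *Chek1*, *Chek2*, *Rad54l*, *Rad54b* and *Exo1* in this order, and the adjusted p was 0.0895 for each.

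The paper lists 38 DSB repair genes in Fig. 4e, chosen on its pre-B arrays and not on these. Of the 33 measured here none rose, and 20 passed when adjusted over the list alone. Every one of the 33 had a negative log2 fold change, with a median of −1.59, where 10000 random lists matched on mean level had a median of −0.93 and none was as low. *Mre11a* and *Rad50*, whose products form the complex that senses DSBs, fell by 1.33 and 1.96 on the log2 scale, with unadjusted p of 0.0081 and 0.017 and standard errors of 0.31 and 0.56. *Dna2*, a nuclease of end resection, fell by 1.59.

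Of 21 genes of DSB sensing and signalling, 7 of which are in Fig. 4e too, 11 fell, none rose and 10 did not pass, and 12 passed when adjusted over the list alone. They included *Rad1*, a subunit of the checkpoint clamp, which had 1425 ± 315 (SD, n = 3) in control and 61.1 ± 50.4 (SD, n = 2) in *Mef2c*-deficient pro-B cells, and *Rif1*, which limits end resection, at a log2 fold change of −1.64. Of 23 genes of homologous recombination, 6 of which are in Fig. 4e too, 11 fell, none rose and 12 did not pass (11 adjusted over the list alone). *Rad51ap1* fell from 2485 ± 293 (SD, n = 3) to 297 ± 262 (SD, n = 2). Camera gave an adjusted p = 1.4e-05 for DSB sensing and 6.9e-06 for homologous recombination, and adjusted p = 0.445 with an estimated correlation for both. With dim genes left out both were at 0.0774.

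In the other repair pathways some members fell and none rose, although 2 genes of nucleotide and 1 of base excision repair rose with housekeeping centring, 1 of each without *Mef2c*-deficient replicate 2 and 1 of base excision repair without *Mef2c*-deficient replicate 1. In the Fanconi anaemia pathway 7 of 13 genes fell (4 adjusted over the list alone), among them *Fancf* and *Fancb*, subunits of its ubiquitin ligase complex, the first of them 4.19-fold lower in signal, and *Fancg* and *Fanci*, at log2 fold changes of −1.24 and −1.27. In nucleotide excision repair 7 of 15 fell (0 adjusted over the list alone), among them *Xpc* and *Ddb2*, which recognize the damage, at log2 fold changes of −2.47 and −1.40, and *Ercc8* and *Rad23b* at −1.38 and −1.001. In mismatch repair *Mlh3*, *Pms2* and *Msh6* fell, 3 of 5 genes (2 adjusted over the list alone). In base excision repair the glycosylase genes *Ung*, *Mutyh*, *Smug1* and *Neil3* fell, 4 of 14 genes (2 adjusted over the list alone). Camera gave these lists adjusted p = 0.00059, 0.0042, 0.024 and 0.024 in this order, and adjusted p = 0.445 with an estimated correlation for each of the 4. Camera compares a list with all genes, bright and dim. Among 10000 random lists matched on mean level, the medians of these lists lay at percentiles 24.86, 13.33, 5.37 and 19.5. They were thus not clearly lower than genes of like brightness, while DSB sensing and homologous recombination lay at percentile 0.01. In *Mef2c*-deficient replicate 2 the markers of T and NK cells had a median 3.27-fold, and those of plasmacytoid dendritic cells 3.83-fold, above the mean of the other 4 arrays, and *Blnk*, an adaptor of B-cell receptor signalling, was 10.6-fold below it.

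The number of Fig. 4e genes that fell was 13 without *Mef2c*-deficient replicate 2, 11 after a further quantile normalization or cyclic loess, 8 with housekeeping centring and 14 at a fold of 2 in signal. After a further quantile normalization 2 genes of the Fanconi pathway, 4 of nucleotide excision repair and 1 of mismatch repair fell, after cyclic loess 2, 4 and 2, and with housekeeping centring 2, 1 and 2. In DSB sensing 6 to 8 and in homologous recombination 7 or 8 genes fell under these 3 scalings, and 1 gene of homologous recombination rose with housekeeping centring. In base excision repair 8 genes fell with each array centred on its median and 4 after a further quantile normalization. It was 2 with housekeeping centring, array weights or the unpaired test of the methods. With that test 15 genes of Fig. 4e, 7 of DSB sensing and 9 of homologous recombination fell. In the Fanconi pathway 4, in nucleotide excision repair 4 and in mismatch repair 1 fell with it. *Rad1*, *Rad51ap1*, *Fancb*, *Xpc*, *Ercc8*, *Mlh3*, *Smug1* and *Neil3* too were below the array median on at least 1 *Mef2c*-deficient array, where the background limits the fold. With each array left out in turn it was 2 to 6 in nucleotide excision repair, 3 to 11 in the Fanconi pathway and 2 to 4 in mismatch repair, and camera called neither these 3 lists nor base excision repair with dim genes left out (0.151 to 0.553) or after cyclic loess (0.0505 to 0.359). *Mre11a*, *Dna2* and *Rif1* did not pass after a further quantile normalization, cyclic loess or housekeeping centring. *Rad50* did not with these or without control replicate 1 (−1.83), control replicate 3 (−1.88) or *Mef2c*-deficient replicate 2 (−1.17). With 1 array left out, calls ended without control replicate 1 for *Rad23b* (−0.79) and *Msh6* (−1.56); without control replicate 2 for *Msh6* (−1.64) and *Neil3* (−1.66); without control replicate 3 for *Rad23b* (−1.0022) and *Msh6* (−1.50); without *Mef2c*-deficient replicate 1 for *Xpc* (−2.50), *Rad23b* (−1.07), *Smug1* (−2.35) and *Neil3* (−1.85); without *Mef2c*-deficient replicate 2 for *Fanci* (−0.88), *Xpc* (−2.44), *Ercc8* (−1.13), *Rad23b* (−0.93), *Mlh3* (−2.04), *Msh6* (−0.65), *Smug1* (−3.10) and *Neil3* (−1.40). Base excision repair was at 0.0998 by camera without *Mef2c*-deficient replicate 2. From the pro-B arrays and Q-PCR (Supplementary Fig. 6, Supplementary Data 2), the paper proposes that MEF2C regulates the transcription of DNA repair genes in pro-B cells as well.

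**Figure D2:**
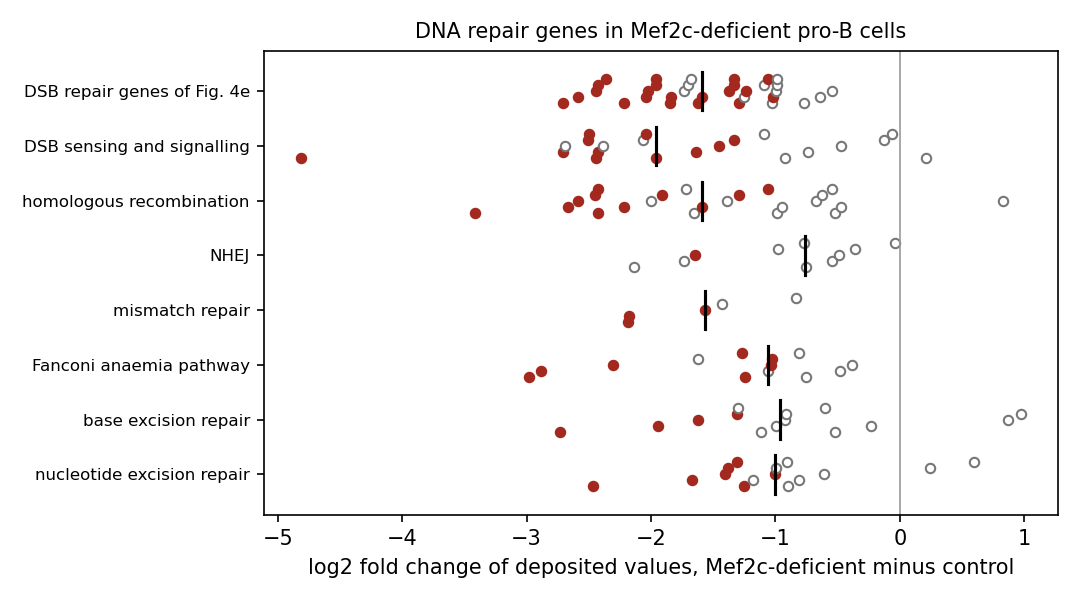
Log2 fold change of the deposited values, *Mef2c*-deficient minus control, of each measured gene (points) in 8 lists of DNA repair genes, with the median of each list as a black bar. Red points passed the thresholds of the paper and open points did not. All 33 genes of Fig. 4e lie below 0, with a median of −1.59, and the medians of the repair lists other than NHEJ lie below 0 under each scaling of the arrays tried too.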

To further define the stages of haemato-lymphoid development in which MEF2C functions to enhance DNA repair, alkaline comet assay was performed on various haematopoietic subpopulations. Similar to pre-B cells, lack of *Mef2c* led to increased DNA damage in pro-B cells, whereas the upstream CLPs or downstream bone marrow sIgM^+^ mature B cells were not affected (Fig. 4i). Moreover, lack of *Mef2c* did not affect the level of DNA damage in thymic T-cell progenitors or bone marrow myeloid cells (Fig. 4i). These data documented that MEF2C is required for efficient DNA repair in bone marrow B-lymphoid progenitors.

### MEF2C ensures efficient BCR rearrangement

In addition to maintaining genomic integrity, DNA repair is also required for V(D)J recombination during B-lymphoid differentiation. The success of V(D)J recombination is critical for B-cell progenitor survival, and requires proper expression of recombination factors^37^. A previous study suggested that *Mef2c* loss impairs the induction of *Rag1* in bone marrow multipotent progenitors^24^. 

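Between control and *Mef2c*-deficient pro-B cells, the transcripts of *Rag1*, *Rag2*, *Xrcc4*, *Xrcc6* and *Lig4* did not pass the test on these 5 arrays. *Rag1*, which encodes the catalytic subunit of the recombinase, had a deposited value of 58004 ± 71862 (SD, n = 3) in control and 26087 ± 7160.5 (SD, n = 2) in *Mef2c*-deficient pro-B cells, and its partner *Rag2* had 8883 ± 12055 (SD, n = 3) and 2318 ± 622 (SD, n = 2). *Xrcc4*, the partner of DNA ligase IV, had 328 ± 62.0 (SD, n = 3) and 169 ± 196 (SD, n = 2). *Xrcc6*, which encodes Ku70, had 36652 ± 25558 (SD, n = 3) and 21126 ± 14297 (SD, n = 2), and *Lig4*, which encodes DNA ligase IV, had 5727 ± 3707 (SD, n = 3) and 3469 ± 471 (SD, n = 2). All 5 log2 fold changes were negative, −0.38 (standard error 1.09) for *Rag1*, −0.85 (1.32) for *Rag2*, −1.74 (0.99) for *Xrcc4*, −0.77 (0.72) for *Xrcc6* and −0.55 (0.55) for *Lig4*. Their unadjusted limma p were 0.74, 0.55, 0.14, 0.34 and 0.36 in the same order.

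Of 10 measured genes of V(D)J recombination, all 10 had a negative log2 fold change, but none fell or rose and 0 passed when adjusted over the list alone or at an unadjusted p under 0.05. The median was −0.66, and 79.5% of random lists matched on mean level were lower (camera, adjusted p = 0.208, and adjusted p = 0.492 with an estimated correlation). This median was −0.80, −0.99 and −0.30 without control replicates 1, 2 and 3, and without control replicate 3 1 gene fell. Of 10 genes of non-homologous end joining (NHEJ), 1 fell, *Poll*, which encodes DNA polymerase lambda, at a log2 fold change of −1.65 (standard error 0.28), none rose and 9 did not pass (1 adjusted over the list alone). The median of this list was −0.76, and camera gave an adjusted p = 0.0623, and adjusted p = 0.445 with an estimated correlation. It was 0.0176 without *Mef2c*-deficient replicate 1, where 4 of its genes fell, and 0.0400 without control replicate 2.

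Control replicate 3 stood apart from the other 2 controls, with *Rag1* 8.68-fold, *Rag2* 13.0-fold, *Xrcc6* 3.02-fold and *Lig4* 2.79-fold above their mean. Without it the log2 fold change of Rag1 was 0.66 and the log2 fold change of Rag2 was 0.38, and without *Mef2c*-deficient replicate 1 *Xrcc4* passed at −3.40. That fold rests on 1 array with a value of 30.8, below its lower quartile of 52.8, while the other *Mef2c*-deficient array was at 307. *Poll* was below the array median on both *Mef2c*-deficient arrays, where the background limits the fold. After a further quantile normalization, cyclic loess and housekeeping centring *Rag1* (0.28, 0.56 and 0.41) and *Lig4* (0.35, 0.43 and 0.25) had a positive log2 fold change, and the median of the V(D)J list was at 0.0078, 0.13 and 0.14. *Xrcc6* was positive after cyclic loess (0.19) and housekeeping centring (0.027), and *Rag2* after cyclic loess (0.072).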

Analysis of *Mef2c*-deficient pro-B and pre-B cells showed reduced expression of *Rag1*, *Rag2* and genes encoding NHEJ machinery (*Xrcc4*&*6* and *Lig4*) (Fig. 5a). These results suggest that MEF2C promotes V(D)J recombination by enabling efficient induction of effectors that execute this process.

To determine if the compromised expression of V(D)J recombination factors in *Mef2c*-deficient mice had any downstream effect on immunoglobulin rearrangement, we performed Q-PCR analysis to assess the rearrangement frequency of heavy and light chains. First we assessed recombination of κ and λ light chains, which occur at the pre-B-cell stage. Genomic DNA was extracted from FACS-sorted pre-B cells and subjected to SYBR green Q-PCR using primers that detect only the rearranged κ or λ alleles. The abundance of rearranged κ and λ chain was determined relative to the constant genomic DNA region of *Actb* and normalized to control mice. Loss of *Mef2c* significantly reduced the rearrangement efficiency of both κ and λ light chains (Fig. 5b).

While light chain rearrangement occurs in pre-B cells, heavy chain rearrangement occurs in pre-pro- and pro-B cells. 

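Of 32 measured genes of DNA replication, 21 fell in *Mef2c*-deficient pro-B cells, none rose and 11 did not pass (17 adjusted over the list alone), but 3 fell and 1 rose after a further quantile normalization or cyclic loess, and 4 fell and 1 rose with housekeeping centring. *Fen1*, the nuclease that trims Okazaki fragments, fell from a deposited value of 4175 ± 718 (SD, n = 3) to 779 ± 137 (SD, n = 2), and *Mcm4*, a subunit of the replicative helicase, from 29085 ± 6517 (SD, n = 3) to 6825 ± 1957 (SD, n = 2). In signal these genes were 3.20-fold and 2.74-fold lower, and *Cdt1* and *Pold1*, which license and replicate DNA, were 2.41-fold and 2.09-fold lower. Of 23 genes of mitosis, 8 fell, 1 rose and 14 did not pass (0 adjusted over the list alone), while 1 fell after a further quantile normalization or cyclic loess, 2 with housekeeping centring and 15 with each array centred on its median. *Cenpf*, *Kif20a* and *Nek2*, of the kinetochore, spindle and centrosome, were lower at log2 fold changes of −1.56, −1.57 and −1.57, while *Top2a*, the topoisomerase that disentangles chromosomes, rose by 1.68 on a dim probe set. Camera gave an adjusted p = 5.0e-08 for DNA replication and 0.00015 for mitosis, and adjusted p = 0.445 and adjusted p = 0.492 with an estimated correlation. Calls ended without *Mef2c*-deficient replicate 1 for *Top2a* (1.27); without *Mef2c*-deficient replicate 2 for *Kif20a* (−1.31) and *Nek2* (−1.29).

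Of 22 splicing factors, 9 fell, 1 rose and 12 did not pass (7 adjusted over the list alone, 6 of them lower). *Srsf1*, a regulator of splice site choice, fell from 1737 ± 674 (SD, n = 3) to 280.0 ± 31.0 (SD, n = 2), *Sf3a1*, *Sf3b2* and *Prpf4*, of the spliceosome, were lower at −1.38, −1.47 and −2.33, and the helicase gene *Ddx39b* rose by 1.57. Of 27 genes of the respiratory chain 11 fell, none rose and 16 did not pass (3 adjusted over the list alone), among them *Cyc1*, *Sdhc*, *Sdha* and *Uqcrc2* at log2 fold changes of −1.29, −2.06, −1.75 and −1.47. Camera gave adjusted p = 0.00059 and 1.4e-05 for these lists, and adjusted p = 0.445 with an estimated correlation for both. Their medians lay at percentiles 0.36 and 0.14 of random lists matched on mean level. Of 20 ribosomal protein genes *Rps3*, *Rps6* and *Rps20* fell and 17 did not pass (1 adjusted over the list alone, camera adjusted p = 0.0553, and 0.0149 without control replicate 3). Of 12 housekeeping genes 6 fell, among them *Gusb*, *Sdha*, *Pgk1* and *Hprt*, the last at −1.16 (3 adjusted over the list alone, camera adjusted p = 0.024, and adjusted p = 0.445 with an estimated correlation). The ribosomal and housekeeping medians lay at percentiles 75.9 and 11.86 of random lists matched on mean level. Calls ended without control replicate 1 for *Pgk1* (−0.9996) and *Hprt* (−1.09); without control replicate 2 for *Hprt* (−0.9990); without control replicate 3 for *Rps20* (−2.24); without *Mef2c*-deficient replicate 1 for *Prpf4* (−1.80), *Ddx39b* (1.22), *Rps6* (−1.20) and *Pgk1* (−0.94); without *Mef2c*-deficient replicate 2 for *Uqcrc2* (−1.09) and *Hprt* (−0.95).

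In pre-BCR and IL-7 receptor signalling 3 of 18 genes fell (2 adjusted over the list alone), the kinase gene *Blk* by 1.98, the feedback inhibitor *Socs2* by 2.66 and the kinase gene *Jak1* by 1.10 on the log2 scale, and none rose (adjusted p = 0.0427 from camera, and adjusted p = 0.548 with an estimated correlation). The median of this list lay at percentile 84.82 of random lists matched on mean level, so that it was not lower than genes of like brightness. Of 19 B-cell transcription factors *Runx1* and *Ets1* fell and *Id2* and *Tcf4* rose (0 adjusted over the list alone, adjusted p = 0.416). Without *Mef2c*-deficient replicate 1, 7 of these 19 fell and 1 rose. *Il7r*, *Tcf3* and *Ebf1*, which the paper reports as lower in pre-B cells, did not pass in these pro-B cells, with log2 fold changes of −0.86 (unadjusted p = 0.059), −1.15 (0.13) and −1.77 (0.13), but passed at −1.19, −2.06 and −3.40 without *Mef2c*-deficient replicate 1, and *Il7r* also at −1.09 with each array centred on its median, while the sign of *Il7r* turned after a further quantile normalization (0.061) and cyclic loess (0.16). The calls without that array rest on *Mef2c*-deficient replicate 2 alone. There *Ebf1* was at 3026 and *Tcf3* at 3484, against 29295 and 12275 in replicate 1. On that array T and NK cell markers were 3.27-fold and plasmacytoid dendritic cell markers 3.83-fold above the other 4 arrays. *Bcl2l1*, a pro-survival factor for which the paper reports by Q-PCR a requirement for MEF2C in both pro- and pre-B cells, did not pass at −2.94 (0.18), with values of 7632, 172093 and 11889 in control replicates 1 to 3 and 14149 and 750.4 in *Mef2c*-deficient replicates 1 and 2. Of 20 targets of p53 *Polk*, *Xpc*, *Sesn1*, *Aen* and *Plk2* fell (0 adjusted over the list alone, adjusted p = 0.255). Of 10 pro-death BCL2 genes *Bcl2l11* fell and *Hrk* rose (adjusted p = 0.375), and none of 3 pro-survival genes passed (adjusted p = 0.852). Calls ended without control replicate 1 for *Jak1* (−1.08), *Runx1* (−1.49), *Ets1* (−1.72), *Tcf4* (2.57), *Plk2* (−1.46) and *Hrk* (1.12); without control replicate 2 for *Ets1* (−2.12), *Id2* (0.87), *Sesn1* (−2.48) and *Plk2* (−1.01); without control replicate 3 for *Runx1* (−0.96), *Ets1* (−1.73), *Tcf4* (1.89), *Plk2* (−1.35) and *Hrk* (0.9996); without *Mef2c*-deficient replicate 1 for *Jak1* (−0.76), *Runx1* (−0.95), *Id2* (0.81), *Tcf4* (1.37), *Xpc* (−2.50), *Sesn1* (−2.55), *Aen* (−1.57), *Bcl2l11* (−2.41) and *Hrk* (0.76); without *Mef2c*-deficient replicate 2 for *Runx1* (−1.75), *Ets1* (−0.77), *Xpc* (−2.44), *Sesn1* (−2.13), *Aen* (−1.76), *Plk2* (−0.76) and *Bcl2l11* (−2.58).

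A probe set of *Ighm*, the gene of the constant region of the μ heavy chain, fell from 28434 ± 11351 (SD, n = 3) to 46.2 ± 43.8 (SD, n = 2), a log2 fold change of −9.60 (standard error 0.81). Its 2 *Mef2c*-deficient values, 15.2 and 77.1, lie near or below the lower quartiles of these arrays, 65.4 and 52.8, so that the size of this fold is limited by the background. A second probe set of *Ighm* fell from 9009 ± 3707 (SD, n = 3) to 49.1 ± 38.3 (SD, n = 2), while 2 probe sets shared with other heavy chain genes did not pass, at log2 fold changes of 0.85 and 0.94. Which part of the heavy chain transcript each probe set reads was not tested. The paper reports intracellular μ protein as reduced in *Mef2c*-deficient pro-B cells (Fig. 5d), and whether the transcript fell to a like extent was not tested. Beside *Ighm*, the genes of at least median level with the largest falls were *Ppic*, *Wdr13*, *Mir1949*, *Rad1*, *Rbpms*, *Polrmt*, *Rsph9*, *Thap1* and *Ankrd52*, from 49.7-fold to 14.8-fold, and all of them but *Rsph9* were below the array median on at least 1 *Mef2c*-deficient array, where the background limits the fold too. The largest rises were those of *Slc32a1*, *Hsd17b6*, *Slc4a1*, *Igkv4-72*, *Mak*, *Ly6k*, *Sh3d19*, *Kcnip1*, *Bscl2* and *Hpn*, from 7.83-fold to 5.00-fold. Here *Slc32a1*, *Hsd17b6*, *Slc4a1*, *Igkv4-72*, *Mak* and *Kcnip1* were below the array median on at least 1 control array, where the background limits the fold. Of these 20 genes only *Ighm*, *Wdr13*, *Mir1949*, *Rad1*, *Rbpms*, *Thap1*, *Hsd17b6*, *Slc4a1* and *Bscl2* passed under every alternative setting, and *Thap1* moved to −2.52 without *Mef2c*-deficient replicate 2. Calls ended without control replicate 1 for *Polrmt* (−4.45), *Ankrd52* (−4.07), *Mak* (2.64), *Ly6k* (2.37), *Sh3d19* (2.55) and *Hpn* (2.26); without control replicate 2 for *Polrmt* (−4.19), *Ly6k* (2.31) and *Sh3d19* (2.80); without control replicate 3 for *Polrmt* (−3.98), *Rsph9* (−3.88), *Ankrd52* (−3.39), *Mak* (1.98), *Ly6k* (2.70), *Sh3d19* (1.99) and *Hpn* (1.96); without *Mef2c*-deficient replicate 1 for *Ppic* (−5.36), *Mak* (1.55), *Sh3d19* (1.19), *Kcnip1* (1.60) and *Hpn* (1.14); without *Mef2c*-deficient replicate 2 for *Ppic* (−5.92), *Ankrd52* (−2.01), *Slc32a1* (1.91), *Igkv4-72* (2.14) and *Ly6k* (1.24).

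Against the controls, the median of the replication list was −0.92 on *Mef2c*-deficient replicate 1 and −1.81 on replicate 2. That of the mitosis list was −0.51 and −1.82. Replicate 2 is the array with high markers of T and NK cells and of plasmacytoid dendritic cells. *Sf3a1*, *Prpf4*, *Rps20*, *Polk*, *Xpc*, *Aen* and *Bcl2l11* were below the array median on at least 1 *Mef2c*-deficient array, and *Top2a*, *Ddx39b*, *Id2*, *Tcf4* and *Hrk* on all 3 control arrays, so that the background limits these folds. The number of genes that fell ran, with each array left out in turn, from 12 to 27 in the replication list, from 2 to 18 in the mitosis list, from 4 to 15 in the respiratory list and from 1 to 4 in the p53 list, and the pre-BCR and IL-7 receptor list was at 0.163 by camera without control replicate 3 and 0.105 without *Mef2c*-deficient replicate 1. The number that fell was 3 in splicing, 3 in the respiratory chain and 0 among housekeeping genes after a further quantile normalization, 3, 0 and 0 after cyclic loess, 2, 1 and 0 with housekeeping centring and 14, 19 and 7 with each array centred on its median. Among housekeeping genes 2, 3 and 5 fell without control replicates 1, 2 and 3 in turn. With housekeeping centring 1 p53 target fell and 5 rose. With the unpaired test of the methods 4 genes fell in the mitosis list, 14 in replication and 6 in splicing. In the respiratory chain 6, among housekeeping genes 4 and among p53 targets 2 fell with that test. After cyclic loess camera called none of mitosis (0.450), splicing (0.284), the respiratory chain (0.433), housekeeping genes (0.935) and the pre-BCR and IL-7 receptor list (0.643), and after a further quantile normalization it did not call mitosis (0.203).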

Since *Mef2c*-deficient pro-B cells also showed defective DNA repair and downregulation of similar biological pathways as in pre-B cells, MEF2C function in heavy chain rearrangement was also tested. Q-PCR analysis in *Mef2c*-deficient pro-B cells revealed a significant reduction in V to DJ rearrangement frequency of the most frequent IgH family in adult mice (V_H_-J558)^41^ (Fig. 5c), while the heavy chain family V_H_-7183 demonstrated a non-significant trend towards being reduced. These data suggest that MEF2C is required for efficient heavy and light chain recombination in bone marrow B-lymphoid progenitors.

We next quantified the rearranged heavy (μ and light (κ) at protein level. As the execution of V(D)J recombination is also required for the rapid regeneration of B-lymphoid progenitors during regenerative stress, we performed the analysis both before and 2 weeks after sub-lethal irradiation. Control mice were able to efficiently execute heavy and light chain rearrangement both during homeostasis and regenerative stress (Fig. 5d,e). In contrast, the protein levels of intracellular μ and κ in *Mef2c*-deficient pro- and pre-B cells, respectively, were already reduced at steady state. These defects were more drastic when assessed 2 weeks after irradiation (Fig. 5d,e). As such, MEF2C is critical for efficient V(D)J recombination in bone marrow B-lymphoid progenitors during regenerative stress.

### MEF2C directly binds to DNA repair and V(D)J factor genes

To determine whether MEF2C binds to the regulatory elements of genes encoding DNA repair and V(D)J recombination factors, we first analysed ChIP-seq data for MEF2C in human B-lymphoblasts (Encode)^42^. GO analysis of MEF2C-bound genes in human B-lymphoblasts revealed significant enrichment of transcription regulation, cell cycle regulation and B-cell differentiation categories (Supplementary Fig. 7a). Intersection of the human ChIP-seq data with mouse microarray data revealed that a considerable fraction of genes downregulated in *Mef2c*-deficient mouse pre-B cells were associated with MEF2C peaks in human B-lymphoblasts. Moreover, this gene set was enriched for genes that function in transcription regulation and DNA repair (Supplementary Fig. 7a).

The majority of MEF2C-binding sites were distally located (5 to 500 kb) relative to transcription start sites (TSSs), while 8% of MEF2C binding localized to within 5 kb of TSSs (Supplementary Fig. 7b), indicating that MEF2C can function at enhancers and promoters. Analysis of human B-lymphoblast ChIP-seq data for histone modifications and the transcriptional co-activator p300 showed that MEF2C binding was strongly correlated with a ‘pro-transcription' chromatin state. MEF2C binding co-localized with co-activator p300 and histone marks representative of an ‘activating' transcriptional environment, including H3K4me1, H3K4me3 and H3K27ac. No enrichment of repressive histone marks H3K9me3 or H3K27me3 was observed around MEF2C-binding sites (Supplementary Fig. 7c). These data further suggest that MEF2C primarily acts as a transcriptional activator in B-lymphoid cells. Analysis of individual MEF2C candidate target genes revealed that MEF2C directly binds to genes encoding RAG recombinases, DSB sensor components (MRE11A and RAD50), NHEJ effectors (XRCC4 and LIG4), HR effectors (RAD51AP1) and B-cell regulator (IL7R, TCF3 and EBF1). MEF2C peaks were associated with p300 binding and activation-associated chromatin marks at these genes, suggesting that MEF2C directly promotes their transcription (Supplementary Fig. 7d).

To assess MEF2C binding in mouse B-cell progenitors, we also analysed a recently published ChIP-seq data set in BMiFLT3 B-cell progenitors^30^. Similar to human B-lymphoblasts, MEF2C binding in mouse B-cell progenitors was observed at genes that regulate transcription and DNA damage response (Fig. 6a). Moreover, the binding sites located both at promoters and distal regions (Fig. 6b), and were enriched for MEF2 motifs (Fig. 6c). More than half of the genes downregulated in *Mef2c-*deficient pre-B cells were bound by MEF2C in BMiFLT3 cells, and they were enriched in genes associated with response to DNA damage stimulus and cell cycle regulation (Fig. 6a). These candidate direct target genes included B-cell factors (*Il7r, Tcf3* and *Ebf1*), V(D)J initiator (*Rag2*), DSB sensors (*Mre11a* and *Rad50*) and NHEJ effectors (*Xrcc4* and *Lig4*). When intersecting MEF2C binding in BMiFLT3 cells with ChIP-seq data of active histone marks in mouse bone marrow pre-B cells, enrichment of active histone marks H3K27ac and H3K4me3 around MEF2C-binding sites was observed both in global analysis (Fig. 6d), and at individual MEF2C target genes (Fig. 6e.)

### *Mef2c* loss affects chromatin accessibility in pre-B cells

To investigate how MEF2C promotes gene expression, ATAC-seq analysis was performed to compare open chromatin regions in control and *Mef2c-*deficient bone marrow pre-B cells and myeloid cells. MAnorm^43^ analysis of regions that show difference in chromatin accessibility (ratio≥4, *P* value≤0.01) in pre-B cells and control myeloid cells revealed that both cell types possess lineage-specific regulatory regions that are more accessible (8671 in pre-B cells, and 4,372 in myeloid cells; Fig. 7a, Supplementary Data 3). GO analysis confirmed that regions more accessible in pre-B cells are enriched for B-cell differentiation pathways while regions more accessible in myeloid cells are enriched in myeloid differentiation pathways (Fig. 7a). These data reveal novel cell type-specific regulatory regions, and imply that regulation of chromatin accessibility plays a role in lineage differentiation.

To determine if MEF2C is involved in modulating chromatin accessibility of its target genes in B-cell progenitors, MAnorm analysis was performed in control versus *Mef2c-*deficient pre-B cells. In agreement with MEF2C being a transcriptional activator in B-cell progenitors, significantly higher number of regions showed increased accessibility in control (5,007) than *Mef2c-*deficient pre-B cells (455) (Fig. 7b, Supplementary Data 4). The sites that were less accessible in *Mef2c-*deficient pre-B cells include regions associated with MEF2C target genes that are important in B-cell differentiation (*Il7r, Tcf3* and *Ebf1*), V(D)J initiation (*Rag1*&*2*), DSB repair (*Mre11a, Xrcc4, Xrcc6* and *Lig4*) and B-cell progenitor survival (*Bcl2l1*). GO analysis of genes associated with regions that are less accessible in the absence of *Mef2c* also revealed B-cell differentiation and V(D)J recombination among the top enriched terms (Fig. 7b). In comparison, bone marrow myeloid cells had fewer regions that showed differences (ratio≥4, *P* value≤0.01) in accessibility on *Mef2c* loss, as only 346 sites were more accessible in control and 73 in *Mef2c*-deficient myeloid cells. The sites enriched in control myeloid cells were associated with genes encoding phagocytosis and chromatin remodelling, and were distinct of those regulated by MEF2C in pre-B cells. (Supplementary Fig. 8a, Supplementary Data 5) These data suggest that MEF2C enhances the expression of DNA repair and V(D)J factors in B-lymphoid cells in part through its effects on chromatin accessibility at their regulatory sites.

Analysis of the ATAC-seq in MEF2C direct target genes (based on human B-lymphoblast and mouse B-cell progenitor BMiFLT3 ChIP-seq data) that are critical for B-cell differentiation (*Tcf3*) and DNA repair (*Mre11a, Lig4 and Xrcc4*) identified regions that are more accessible in control than *Mef2c-*deficient pre-B cells in all these genes. A majority of them were uniquely accessible in pre-B cells as compared with myeloid cells (Fig. 7c). Correlation of MEF2C-binding sites in mouse B-cell progenitors with ATAC-seq data in pre-B cells showed that MEF2C binds to open chromatin regions (Fig. 7c). However, the sites that lost accessibility in *Mef2c*-deficient pre-B cells did not typically co-localize with MEF2C binding, suggesting that the modulation of chromatin accessibility by MEF2C is indirect (Fig. 7c). Motif analysis^44^ of regions that are more accessible in control than *Mef2c-*deficient pre-B cells showed that E-box (motif for bHLH factors such as TCF3) and EBF were among the top enriched motifs (Fig. 7d). Intersection of TCF3-binding sites in mouse pro-B cells^45^ with regions that are less accessible in *Mef2c-*deficient pre-B cells showed significant overlap. Moreover, many of the peaks less accessible in *Mef2c*-deficient cells also correlated with cell type-specific regulatory regions that are more accessible in pre-B cells compared with myeloid cells (Fig. 7e). In contrast, there was minimal overlap with TCF3-binding and MEF2C-dependent accessible regions in myeloid cells (Supplementary Fig. 8b). These data suggested that MEF2C may modulate chromatin accessibility through its direct target genes, such as TCF3.

## Discussion

DNA damage repair is vital to the genomic integrity of stem/progenitor cells. In addition to serving housekeeping functions in most lineages, DNA repair and DSB repair specifically, is critical for normal lymphoid development due to its necessity during V(D)J recombination. It has been unknown, however, if B-lymphoid cells possess lineage-specific mechanisms that link the activation of DNA repair machinery with B-cell differentiation. Moreover, it is not known if there are unique requirements for B-cell transcriptional machinery during regenerative stress, when efficient DNA repair is required to protect the rapid differentiation and proliferation of stem/progenitor cells. Our work identifies MEF2C as a transcriptional activator that ensures efficient DNA repair and V(D)J recombination in bone marrow B-cell progenitors, and becomes critical for B-cell regeneration during stress haematopoiesis.

We show that MEF2C enhances the transcription of genes encoding DSB repair machinery, RAG recombinases and B-lymphoid regulators in bone marrow B-cell progenitors. Thus, MEF2C enables efficient V(D)J recombination, a pre-requisite for B-lymphoid progenitor survival (Fig. 8a). Absence of *Mef2c* reduces the efficiency of both heavy and light chain rearrangement, compromising bone marrow B lymphopoiesis at multiple stages. While *Mef2c* loss leads to reduced B lymphopoiesis in homeostatic conditions, peripheral B-cell numbers are normal most likely due to homeostatic expansion of mature B cells or eventual saturation of B-cell survival niches in secondary lymphoid organs. However, during stress, such as recovery from irradiation or 5-FU treatment, the lack of *Mef2c* becomes a bottleneck for rapid bone marrow B lymphopoiesis that is required for timely replenishment of peripheral B-lymphoid compartment (Fig. 8b). Although developing T cells also undergo V(D)J recombination, our analyses show that *Mef2c* loss has essentially no effect on DNA repair in T-cell progenitors, steady state T lymphopoiesis or T-cell recovery during stress. These data document a unique requirement for MEF2C-dependent transcriptional mechanisms to secure efficient bone marrow B lymphopoiesis during stress. Such mechanisms can be important in various stress conditions such as during the recovery from bone marrow transplantation, radiation or chemotherapy. Given the high homology between MEF2 family members, it is possible that MEF2D and/or another MEF2 family member expressed in T-cells^46^ functions in developing thymocytes in a manner analogous to MEF2C in B-cell progenitors.

Quantification of B-cell progenitors shows that the B-lymphoid defects in *Mef2c*-deficient mice have similar features as observed in aged mice. This includes loss of bone marrow B-cell progenitors, especially pre-B cells, without immediate effects on peripheral B-cell compartments^11^,^12^. Although the effects of ageing in B-lymphoid cells are most notable at pre-B-cell stage, defects are already observed at CLP level. Notably, *Mef2c* deficiency also compromises the recovery CLPs during stress. Similar to *Mef2c* deficiency, ageing of the B-lymphoid compartment is associated with increased B-cell progenitor death^16^ and defective BCR rearrangement^14^. Such defects have been linked to reduced *Tcf3(E2a)* and *Rag* expression and defective DNA repair in the elderly^47^,^48^,^49^, phenomena that we also observe in *Mef2c*-deficient mice. It is intriguing that the loss of a single gene, *Mef2c*, leads to similar phenotypes in B-cell progenitors as observed during ageing. Future studies will be needed to determine at both molecular and cellular levels the degree to which *Mef2c* deficiency models physiological B-lymphoid ageing.

MEF2C ChIP-seq analysis in human B-lymphoblasts and mouse B-cell progenitors documents MEF2C binding at enhancers and/or promoters of critical B-cell transcription factors and genes essential for V(D)J recombination and DNA repair, suggesting a direct regulatory function for MEF2C. ATAC-seq data in mouse pre-B cells shows that *Mef2c* loss results in reduced chromatin accessibility also at these critical genes. Many of the regulatory sites with reduced chromatin accessibility in *Mef2c*-deficient cells overlap with TCF3-binding sites^45^, whereas the overlap with MEF2C-binding sites is marginal. Our analysis thus identify two complementary mechanisms of how MEF2C may promote these transcriptional programs: (1) MEF2C directly binds to and promotes the transcription of its target genes and (2) MEF2C indirectly regulates the chromatin accessibility of B-cell and DNA repair genes through factors such as TCF3 that it also activates. Further studies will be required to mechanistically define how MEF2C and TCF3 co-operate in regulating chromatin accessibility and gene induction. Altogether, our data suggest that MEF2C is not a *bona fide* lineage-specification factor whose absence leads to an absolute block in gene activation or lineage differentiation. Rather, MEF2C functions in ‘volume-control' to enable efficient upregulation of B-cell transcriptional programs, including factors required for V(D)J recombination and DNA repair.

*Mef2c* is also known as a cooperating oncogene in leukaemia. *Mef2c* is abnormally induced in leukaemic GMPs in myeloid leukaemia and knockdown of *Mef2c* attenuated the proliferative potential of these cells^50^. In MLL-ENL, loss of *Mef2c* in leukaemic cells reduced their homing and invasive capacities^51^. Moreover, MEF2C is emerging as an important oncogene in T-ALL^52^,^53^,^54^,^55^. It is unclear how ectopic induction of *Mef2c* promotes leukaemia progression, and whether it regulates DNA repair that could lead to survival advantage and/or therapy resistance. Our finding that MEF2C acts as an amplifier of cell type-specific transcriptional programs in B-lymphoid cells is consistent with the data that MEF2C is not an oncogene alone, but potentiates the leukemogenic effect of the oncogene it co-operates with^56^. Moreover, as MEF2C functions in normal development of various other tissues (for example, muscle, heart, vasculature and neural progenitors)^23^,^57^,^58^,^59^,^60^, it is important to define if MEF2C functions similarly as in B-lymphoid cells to augment cell type-specific transcriptional programmes in these stem/progenitor cells.

## Methods

### Mice

Vav-Cre mice were bred with *Mef2c*^fl/fl^ mice to generate Vav-Cre *Mef2c*^fl/fl^ mice. *Mef2c*^fl/fl^, *Mef2c*^fl/+^ or Vav-Cre *Mef2c*^fl/+^ mice of the same age were used as controls. Genotyping PCR primers are: Cre-F 5′-CGTATAGCCGAAATTGCCAG-3′ and Cre-R 5′-CAAAACAGGTAGTTATTCGG-3′ (Cre band, 200 bp), Mef2c-3′arm 5′-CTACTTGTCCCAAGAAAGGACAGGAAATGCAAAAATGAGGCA-3′ and Mef2c-KO region 5′-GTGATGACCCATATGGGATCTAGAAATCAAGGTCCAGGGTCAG-3′ (wild-type band, 586 bp; flox band, 838 bp) and Mef2c-3′arm (listed in this section) with Mef2c-3′neo 5′-GTGGGCTCTATGGCTTCTGAGGCGGAAAG-3′ (mutant band, 253 bp). All mouse experiments were approved and maintained in accordance with the UCLA Animal Research Committee (ARC)/Institutional Animal Care and Use Committee (IACUC).

### Flow cytometric analysis and isolation of B-cell progenitors

Haematopoietic cells were analysed using antibodies listed in Supplementary Table 1. Dead cells were excluded with 7-amino-actinomycin D and cell populations were analysed using a LSR II or Fortessa flow cytometer. Cell sorting was performed using a FACS Aria cell sorter. Data were analysed with FlowJo software version 9.2. Fractionation of bone marrow B-lymphoid progenitors was based on the surface expression of the following markers: pre-pro-B, B220^+^IgM^−^CD43^+^CD24^−^; pro-B, B220^+^IgM^−^CD43^+^CD24^+^; pre-B, B220^+^IgM^−^CD43^−^ and sIgM^+^, B220^+^IgM^+^. Hardy fractionation of bone marrow B-lymphoid progenitors was based on the surface expression of the following markers: Fr.A, B220^+^IgM^−^CD43^+^CD24^−^BP-1^−^; Fr.B, B220^+^IgM^−^CD43^+^CD24^+^BP-1^−^; Fr.C, B220^+^IgM^−^CD43^+^CD24^−^BP-1^+^; Fr.D, B220^+^IgM^−^CD43^−^; Fr.E, B220^+^IgM^+^IgD^−^; Fr.F, B220^+^IgM^+^IgD^+^. For the antibody target, clone, dilution and source of all flow cytometric antibodies, please see Supplementary Table 1.

### Caspase 3/7 activation measurement

Activation of caspase 3/7 was detected by CellEvent Caspase 3/7 Green Detection Reagent based on instructions from the manufacturer. Specifically, cells were first stained with antibodies for surface markers as described above. Cells were then resuspended in 5% FBS PBS to reach 1 × 10^7^ cells per ml, after which 1 μl of CellEvent Caspase 3/7 Green Detection Reagent was added. Samples were then incubated at 37 °C for 30 min, protected from light. Samples were subjected to Fortessa flow cytometer and Caspase 3/7 activity was detected through FITC channel.

### Induction of stress haematopoiesis

Two different methods were used to induce stress haematopoiesis. Sub-lethal (6 Gy) total body irradiation was performed with Co-60 pool irradiator. Ablation of the haematopoietic cells without irradiation was caused by 5-FU treatment. 5-FU (Sigma) was dissolved in sterile PBS and mice were i.v. injected with a single dose of 150 mg kg^−1^.

### Analysis of peripheral blood counts

Peripheral blood was harvested from the retro-orbital sinus into Vacutainer tubes (BD Biosciences). Samples were sent to UCLA Division of Laboratory Animal Medicine laboratory for complete blood cytometry analysis.

### Gene expression profiling

Total RNA was isolated from sorted cells using a combination of QIAshredder columns followed by the RNEasy Micro/Mini Kit (QIAGEN). Affymetrix microarray analysis was performed on independent control and *Mef2c*-deficient, sorted pro-B- and pre-B-cell samples. The R package Limma provided through the open source project Bioconductor was used to assess differential expression. To calculate absolute mRNA expression levels, the robust multiarray averaging method was used to obtain background adjusted, quantile normalized and probe level data summarized values for all probe sets. The Affymetrix Mouse Genome 430 2.0 Array GeneChip platform was used for the analysis. Official gene symbols for probe sets were obtained using the Bioconductor annotation database mouse4302.db. The mas5calls algorithm through the R package of affy was used for calculating PMA detection calls for each array sample. Probes that were absent or only marginally present in more than four replicates were excluded from analysis. Differentially expressed genes were uploaded into the DAVID interface to identify significantly over-represented functional GO biological process categories.

### Quantitative reverse transcription–PCR

Total RNA was extracted from B-cell progenitors (see above). cDNA synthesis was carried out according to the manufacturer's protocol for the Quantitect Reverse transcription kit (QIAGEN), and Q-PCR was performed using a LightCycler 480 (Roche) with LightCycler 480 SYBR Green I Master mix (Roche). Primer sequences are shown in Supplementary Table 2. Samples were normalized to *Actb*.

### Immunofluorescence microscopy (γH2AX)

IF microscopy of γH2AX was performed as described. In brief, FACS-purified cells were pipetted onto poly-lysine-coated slides, fixed with 4% PFA for 10 min at room temperature, permeabilized in 0.15% Triton X-100 for 2 min at room temperature and blocked in 10% donkey serum/PBS overnight at 4 °C. Slides were then incubated for 1-2 h at room temperature with anti-phospho-H2AX (Ser 139) (Millipore, 05-636). Slides were washed three times in PBS and incubated for 1 h at room temperature with AF488-conjugated goat anti-mouse (Life Technologies, A11029) antibody. Slides were then washed three times in PBS and mounted using ProLong Gold Antifade Reagent with DAPI (Life Technologies, P36935). Microscopy imaging was performed using Zeiss LSM 700 confocal microscope (× 100 objective) and Nikon ECLIPSE E600 microscope (× 100 objective). Cells were scored as positive (≥4 foci) or negative (0–3 foci) based on the number of foci observed by eye. All scoring was done blind and >50 cells were counted per sample.

### Alkaline comet assay

Alkaline comet assay was performed with Enzo comet SCGE assay kits according to the manufacturer's protocols. In brief, FACS-purified cells were embedded in low-melting point agarose and transferred onto comet slides. Cells were lysed and treated with freshly made alkaline solution followed by electrophoresis in alkaline electrophoresis solution. Slides were dried for at least 2 days before imaging. Nuclei were stained with SYBR Green I for 20 min. Pictures of individual cells were taken with Nikon ECLIPSE E600 microscope (× 40 objective) and analysed using the CASP software (http://casplab.com/). The tail moments of all comets analysed were used to define outliers and non-outliers based on calculated absolute deviation. Cells were defined as outliers when the absolute deviation of tail moments was ≥3 median absolute deviations.

### Quantitative analysis of Ig gene rearrangements

Genomic DNA was extracted from sorted B-cell populations (pro-B for heavy chain and pre-B for light chain) with the genomic DNA extraction kit (QIAGEN). Quantitative analysis of V_H_-J558 and V_H_-7183 heavy chain and κ and λ light chain rearrangements were performed by Q-PCR using published primers^61^. Q-PCR was performed as stated above. Samples were normalized to *Actb*. Rearrangement frequencies were calculated as 2^ΔCt^ with ΔCt=Ct_*Actb*_–Ct_*Ig*_.

### ChIP-seq analysis of ENCODE project

Alignment images were generated with the UCSC Genome Browser^62^ and identification of peaks was based on the peak calling process of the ENCODE project. Peak intersection was done with Galaxy^63^ and peaks were mapped to nearby genes using the default setting of Genomic Regions Enrichment of Annotations Tool (Great)^64^. The following publicly available ChIP-seq data sets generated with GM12878 cells from the ENCODE^42^ project were used for analyses: MEF2C GSM803420, p300 GSM935562, H3K4me1 GSM733772, H3K4me3 GSM733708, H3K27ac GSM733771, H3K9me3 GSM733664, H3K27me3 GSE50893.

### ChIP-seq analysis in BMiFLT3 mouse B-cell progenitors

Replicates of MEF2C IPs and IgG controls reads were combined and mapped to mm9 mouse genome. Duplicated reads mapping to the same position in the genome were counted only once to reduce clonal amplification effects. Each read was then extended by 150 bases. Mouse genome was split into 50-bp windows. Total read counts of input and IP samples were normalized against each other and normalized read counts were assigned to each of the 50-bp windows. Peak enrichment analysis was performed by calculating the probability of observing the IP sample counts within a window given the expected counts in the input sample window using Poisson distribution. For a window to have significant enrichment over background, the window needs to have *P* value <1.0 × 10^−3^ and both of its neighbouring windows also need to have *P* value <1.0 × 10^−3^. The ChIP-seq peak-finding algorithm was implemented in MATLAB. The following publicly available ChIP-seq data sets^30^ were used for analysis: GSM1894133, GSM1894135, GSM1894134, GSM1894136.

### ChIP-seq analysis of histone marks in mouse pre-B cells

FACS-sorted bone marrow pre-B cells (7–10-month old) were washed and crosslinked 10 min at room temperature with 1% formaldehyde in PBS plus protease inhibitor (PI). Glycine was added at a final concentration of 125 mM and tubes were further mixed for 5 min at room temperature. Following washes with PBS, ChIP reactions were performed with the Diagenode True MicroChIP X16 kit. In brief, cells were lysed in buffer tL1 plus PI on ice for 5 min. Subsequently, lysates were diluted with PBS plus PI and sonicated using a Diagenode Bioruptor with a chilled water bath. Lysates were then diluted with an equal volume of buffer tC1 plus PI and rotated at 4 °C overnight after the addition of 0.5 μg of anti-H3K27ac (Abcam), anti-H3K4me3 (Diagenode) or Rabbit IgG (Diagenode). The next day, beads that prepared following manufacturer guidelines plus immune complexes were subsequently washed with buffers tW1–tW4. ChIPed DNA was eluted with buffer tE1 for 30 min at room temperature. In parallel, input DNA equivalent to 10% of each ChIP was diluted with buffer tE1. Buffer tE2 was added to each sample and crosslinks were reversed via overnight incubation at 65 °C. The next day, DNA was purified via the DNA Clean and Concentrator-5 kit (Genesee Scientific) following the standard protocol. ChIP-Seq library preparation was carried out with the NuGen Ovation Ultralow System V2 1-16. Library amplification was performed for 15 cycles. All library preparation steps were carried out as stated in the user manual. Purified libraries were diluted and mixed at equal molar amounts. Pooled libraries were multiplexed and sequenced (50 bp, single end) on an Illumina HiSeq 2000. Demultiplexing of pooled samples was performed with in-house shell scripts. Reads were then mapped to the mouse mm9 reference genome using bowtie^65^ retaining only uniquely mapping reads with two mismatches. Peaks were identified with MACS14 (ref. 66) using respective input as a reference.

### ATAC-seq analysis

ATAC-seq was performed in 2–3 biological replicates using 50,000 FACS-sorted myeloid cells (Mac1^+^Gr1^+^) and pre-B cells (B220^+^sIgM^−^CD43^−^) from the bone marrow of control and Vav-Cre *Mef2c*^fl/fl^ mice. Briefly, after nuclear extraction, transposition reaction (Nextera DNA Library Prep Kit, Illumina) was carried out at 37 °C for 30 min. After DNA purification, 12 cycles of PCR amplification was carried out using NEBNext High-Fidelity 2 × PCR Master Mix (New England Labs). Purified libraries were subsequently subjected to paired end sequencing using HIseq 2000 (Illumina) to obtain 50-bp-long reads. Demultiplexing was carried out using in-house Unix shell script followed by mapping to mouse genome (mm9) using Bowtie^65^. Peaks were identified with MACS^66^, and MAnorm analysis^43^ was used to identify differentially accessible regions between control myeloid and pre-B cells, as well as control and *Mef2c-*deficient pre-B cells or myeloid cells. Peaks that had at least four times more reads in one condition and had *P* value≤0.01 were considered differentially accessible. Centdist analysis^44^ was used to identify transcription factor-binding motifs enriched within different subsets of differentially accessible regions. GREAT program^5^ was used to associate identified regions with genes (using default settings) and to perform GO-enrichment analysis.

### Statistics

For all the experiments other than genome-wide sequencings, student's unpaired two-tailed *t*-test was used for statistical analysis. Differences with *P* values≤0.05 were considered significant.

### Data availability

Microarray and sequencing data that support the findings of this study have been deposited in GEO with the primary accession codes GSE63996, GSE63997, GSE81646 and GSE81508. The authors declare that all other data supporting the findings of this study are available within the article and its supplementary information files.

## Additional information

**How to cite this article:** Wang, W. *et al.* MEF2C protects bone marrow B-lymphoid progenitors during stress haematopoiesis. *Nat. Commun.* 7:12376 doi: 10.1038/ncomms12376 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-8 and Supplementary Tables 1-2

Supplementary Data 1 Gene expression analysis of control and Vav-Cre *Mef2c^fl/fl^* pre-B cells

Supplementary Data 2 Gene expression analysis of control and Vav-Cre *Mef2c^fl/fl^* pro-B cells

Supplementary Data 3 MAnorm analysis of ATAC-seq peaks in control pre-B and myeloid cells

Supplementary Data 4 MAnorm analysis of ATAC-seq peaks in control pre-B and *Mef2c* deficient pre-B cells

Supplementary Data 5 MAnorm analysis of ATAC-seq peaks in control myeloid and *Mef2c* deficient myeloid cells

## Figures and Tables

**Figure 1:**
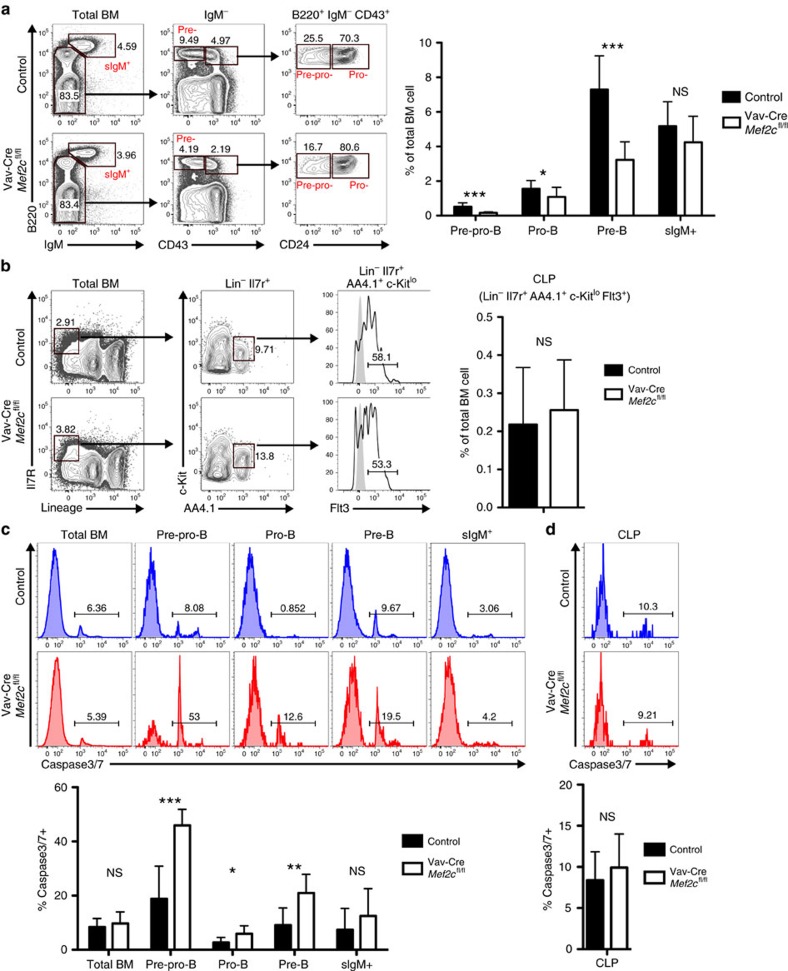
MEF2C maintains the integrity of bone marrow B-lymphoid compartment. (**a**) Flow cytometric analysis of bone marrow B-lymphoid progenitor fractions in Vav-Cre *Mef2c*^fl/fl^ mice as compared with control mice revealed reduction of all B-lymphoid progenitors in *Mef2c*-deficient mice while the mature B cells in the bone marrow (sIgM^+^) were not affected (*n*≥11). (**b**) Flow cytometric analysis suggested that loss of *Mef2c* does not affect the frequency of bone marrow common lymphoid progenitors (CLP) (*n*≥7). (**c**) Flow cytometric analysis of caspase 3/7 activation in bone marrow B-lymphoid progenitors documented increased cell death in *Mef2c*-deficient B-lymphoid progenitors while total bone marrow and sIgM^+^ cells were not affected (*n*≥7). (**d**) Caspase 3/7 activation was not increased in *Mef2c*-deficient CLP (*n*=8). All mice were analysed at 7–11 months of age and both male and female mice were included. Data shown are the mean±s.d. of two or more independent experiments. NS, not significant, *P<0.05, **P<0.01 and ***P<0.001, unpaired *t*-test.

**Figure 2:**
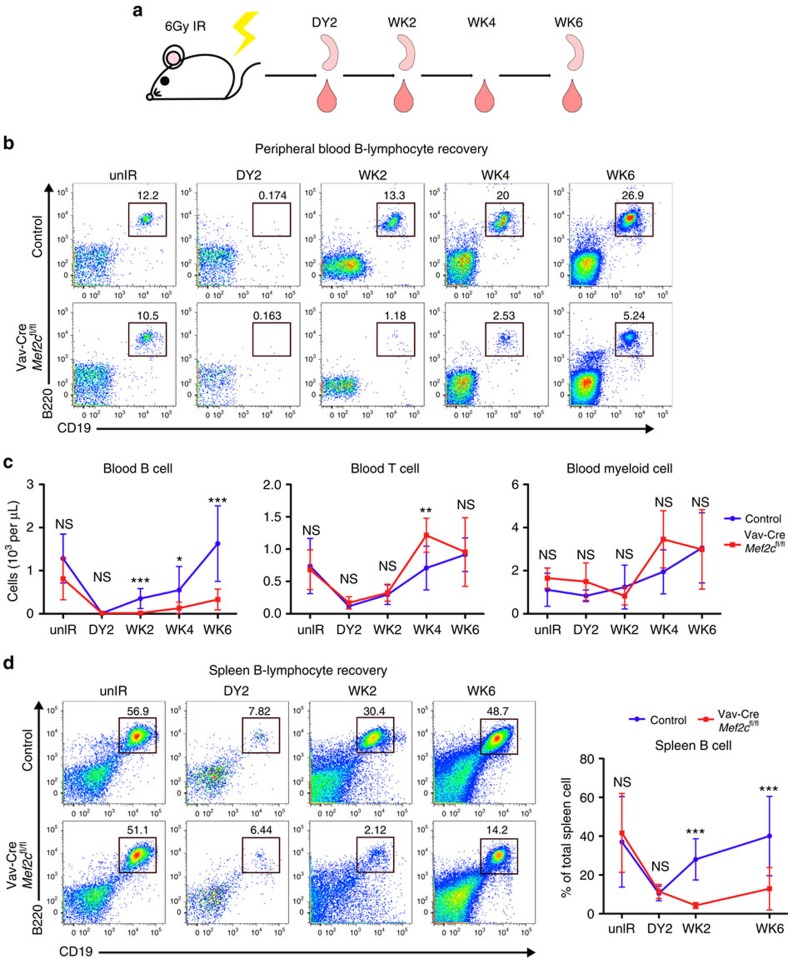
MEF2C supports efficient peripheral B-cell recovery on sub-lethal irradiation. (**a**) Experimental design of haematopoietic ablation by sub-lethal irradiation: Vav-Cre *Mef2c*^fl/fl^ and control mice received 6 Gy of total body irradiation. Peripheral blood was collected for complete blood cytometry (CBC) and flow cytometric analysis at day 2 and weeks 2, 4 and 6. Mice were killed and spleens were analysed by flow cytometry at day 2, and weeks 2 and 6. (**b**) Representative flow cytometric analysis of peripheral blood B cells revealed defective B-cell recovery in *Mef2c*-deficient mice. (**c**) Quantification of peripheral blood lineage cell count (WBC count from CBC was multiplied with each lineage-specific percentage obtained from flow cytometry) documents that loss of *Mef2c* compromised the recovery of B cells while T and myeloid cells were not affected. (**d**) Flow cytometric analysis of spleen B cells in both Vav-Cre *Mef2c*^fl/fl^ and control mice after irradiation revealed defective B-cell recovery in *Mef2c*-deficient spleens. All mice were analysed at 7–10 months of age and both male and female mice were included. Day 2: *n*=4 mice, data shown are the mean±s.d. of two independent experiments; other time points: *n*≥5, data shown are the mean±s.d. of three or more independent experiments. NS, not significant, *P<0.05, **P<0.01 and ***P<0.001, unpaired *t*-test.

**Figure 3:**
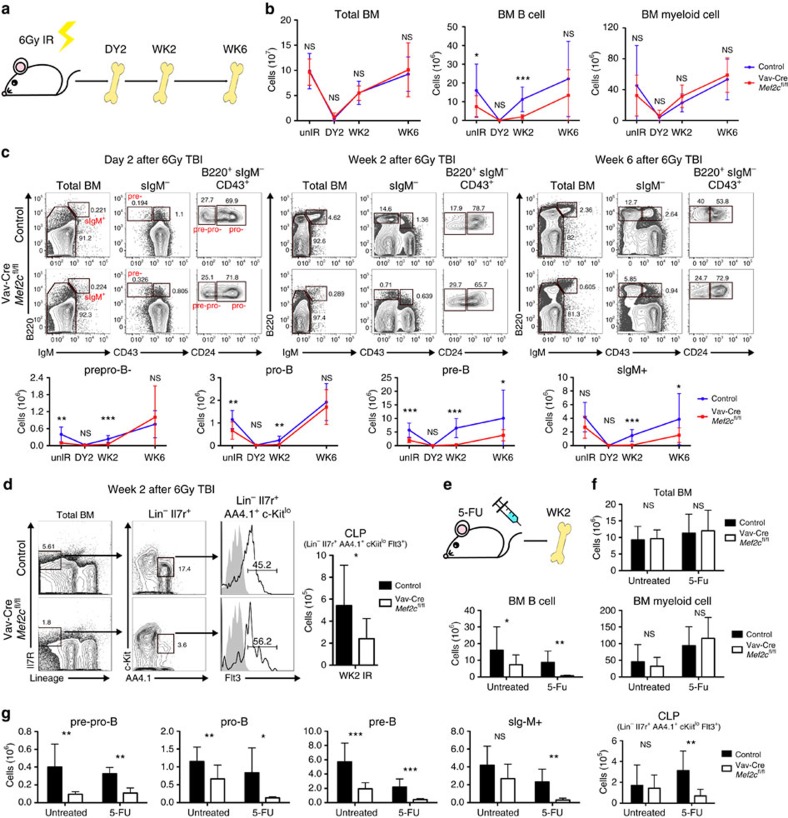
Pre-B-cell stage is a bottleneck for B-cell recovery in *Mef2c*-deficient bone marrow during stress. (**a**) Experimental design of bone marrow recovery analysis: Vav-Cre *Mef2c*^fl/fl^ and control mice received 6 Gy of total body irradiation. Mice were killed and bone marrow compartments were analysed by flow cytometry at day 2 and weeks 2 and 6. (**b**) Quantification of total bone marrow, bone marrow B and myeloid cellularity shows comparable total bone marrow and myeloid cell counts in *Mef2c-*deficient and control mice while reduced bone marrow B-cell counts in *Mef2c-*deficient mice during recovery from irradiation. (**c**) Representative flow cytometric analysis and quantification of bone marrow B-lymphoid progenitors at 2 days, 2 weeks and 6 weeks post 6 Gy irradiation shows that loss of *Mef2c* compromises most drastically the recovery of pre-B cells and downstream sIgM^+^ bone marrow B cells. (**d**) Quantification of CLPs at 2 weeks post 6 Gy irradiation shows that *Mef2c* is required for proper CLP recovery on IR-induced stress. (**e**) Experimental design of 5-FU stress analysis: Vav-Cre *Mef2c*^fl/fl^ and control mice received sub-lethal dose of 5-FU and bone marrow was collected at week 2 for flow cytometry. (**f**) Quantification of total bone marrow and B and myeloid cellularity shows comparable total bone marrow and myeloid cell counts in *Mef2c-*deficient and control mice, whereas bone marrow B-cell counts were reduced in *Mef2c-*deficient mice during recovery from 5-FU. (**g**) Quantification of bone marrow B-cell progenitors and CLPs at week 2 post 5-FU injection revealed compromised recovery of all B-cell progenitors and CLPs in *Mef2c-*deficient mice. All mice were analysed at 5–10 months of age, and both male and female mice were included. Day 2: *n*=4, data shown are the mean±s.d. of two independent experiments; other time points: *n*≥5, data shown are the mean±s.d. of three or more independent experiments. NS, not significant, *P<0.05, **P<0.01 and ***P<0.001, unpaired *t*-test.

**Figure 4:**
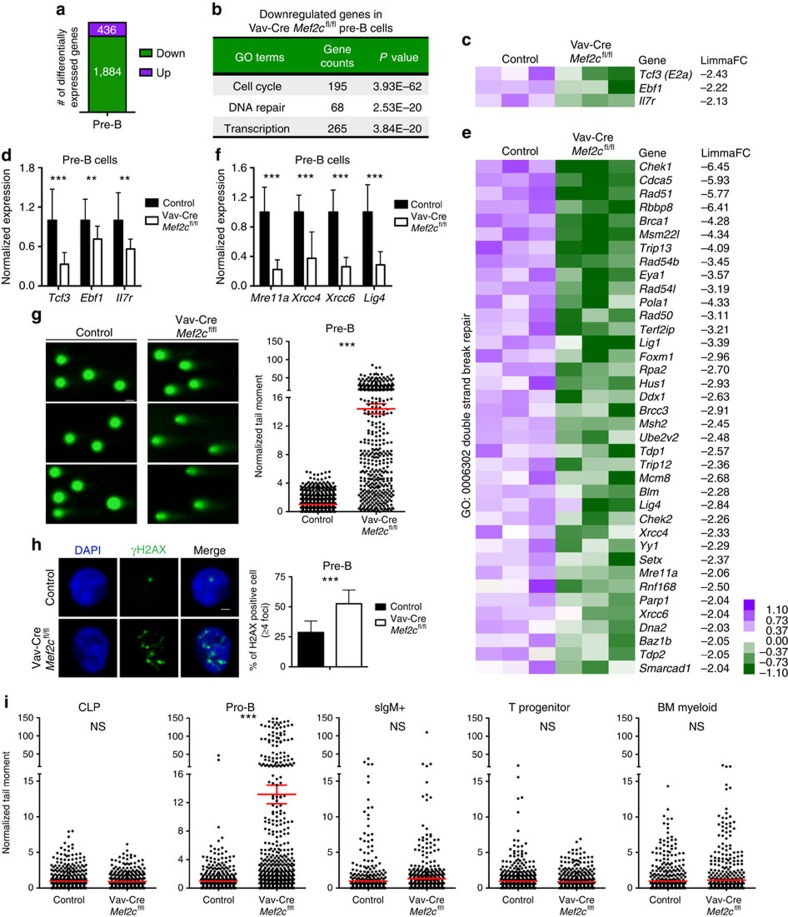
MEF2C regulates DNA double strand break repair in B-cell progenitors. (**a**) Microarray analysis of pre-B cells from control and Vav-Cre *Mef2c*^fl/fl^ mice (9-months old) revealed 1,884 significantly (|FC|≥2 and *P*≤0.05) downregulated and 436 upregulated genes in the absence of *Mef2c* (*n*=3). (**b**) Cell cycle, DNA repair and transcription were among the most significantly enriched GO categories of genes downregulated in *Mef2c*-deficient pre-B cells. (**c**,**d**) Microarray and Q-PCR analysis of selected B-cell regulator that are significantly downregulated in *Mef2c*-deficient pre-B cells. (**e**) Microarray analysis of DNA DSB repair genes that are significantly downregulated in *Mef2c*-deficient pre-B cells are shown. (**f**) Q-PCR of key genes encoding DNA repair machinery validated defective expression in *Mef2c-*deficient pre-B cells. (**d**,**f**) *n*≥5 mice, data shown are the mean±s.d. of two or more independent experiments. **P<0.01, ***P<0.001, unpaired *t*-test. (**g**) Representative figures and quantification of alkaline comets revealed increased DNA damage in *Mef2c*-deficient pre-B cells (7–10-month old). *n*≥6 mice, data shown are the mean±s.e.m. of three independent experiments. ***P<0.001, unpaired *t*-test. About 728 control pre-B cells and 450 *Mef2c*-deficient pre-B cells were analysed. Scale bar, 20 μm. (**h**) Representative IF analysis of γH2AX in pre-B cells (7–10-months old) revealed that MEF2C is required for proper DSB repair in pre-B cells. *n*≥6 mice, data shown are the mean±s.d. of three independent experiments. Scale bar, 1 μm. ***P<0.001, unpaired *t*-test. (**i**) Quantification of alkaline comets revealed increased DNA damage in pro-B cells, but not CLP, sIgM^+^ bone marrow B cells, thymic T progenitors (DN1 and 2) or bone marrow myeloid cells in *Mef2c*-deficient mice (7–10-months old). *n*≥5 mice and data shown are the mean±s.e.m. of two or more independent experiments. More than 350 cells for each population were analysed. NS, not significant, **P<0.01, ***P<0.001, unpaired *t*-test. Both male and female mice were included for all experiments.

**Figure 5:**
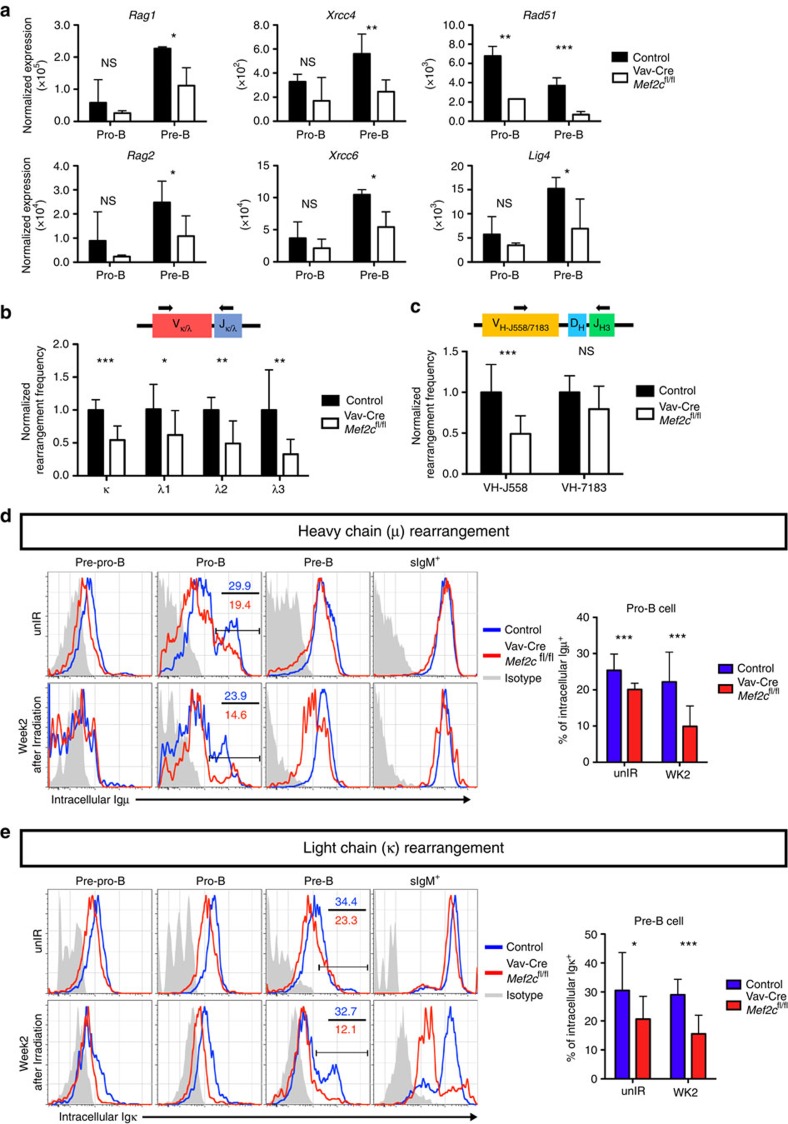
MEF2C promotes BCR rearrangement during bone marrow B lymphopoiesis. (**a**) Analysis of Affymetrix microarray data shows the expression of *Rag1*, *Rag2*, *Xrcc4, Xrcc6*, *Lig4* and *Rad51* in pro-B and pre-B cells in both control and Vav-Cre *Mef2c*^fl/fl^ mice (9-months old). Loss of *Mef2c* compromised the expression of all these factors (*n*≥2). (**b**,**c**) Quantitative PCR analysis of κ and λ light chain rearrangement (*n*≥5 mice) in bone marrow pre-B cells, and V_H_-J558 and V_H_-7183 to DJ_H3_ heavy chain rearrangement (*n*≥7) in pro-B cells (7–10-months old) revealed significantly reduced frequencies of κ and λ light chain and V_H_-J558 heavy chain recombination in the absence of *Mef2c*. (**d**,**e**) Representative flow cytometric plots and quantification of intracellular expression of μ and κ in bone marrow B-cell progenitors from mice without irradiation and 2 weeks after 6 Gy total body irradiation shows compromised rearrangement efficiency already in steady state, and further exaggeration of the defect during stress haematopoiesis (7–10-months old, *n*≥10). Both male and female mice were included. Data shown are the mean±s.d. of three or more independent experiments. *P<0.05, **P<0.01 and ***P<0.001, unpaired *t*-test.

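The genes of the recombinase and of end joining were read on each pro-B array. *Rag1* had values of 19797, 13317 and 140899 in control replicates 1 to 3 and 31150 and 21023 in *Mef2c*-deficient replicates 1 and 2, and *Rag2* had 2781, 1098 and 22769 against 1878 and 2758, so that for both genes the *Mef2c*-deficient arrays lay within the range of the controls. *Xrcc4* had 307, 280 and 398 in the controls and 307 and 30.8 in the *Mef2c*-deficient arrays. *Xrcc6* had 23500, 20349 and 66109 against 31235 and 11017, and *Lig4* had 3379, 3802 and 10000 against 3802 and 3136. These 5 genes did not pass. No value of pre-B cells was used here.

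**Figure D3:**
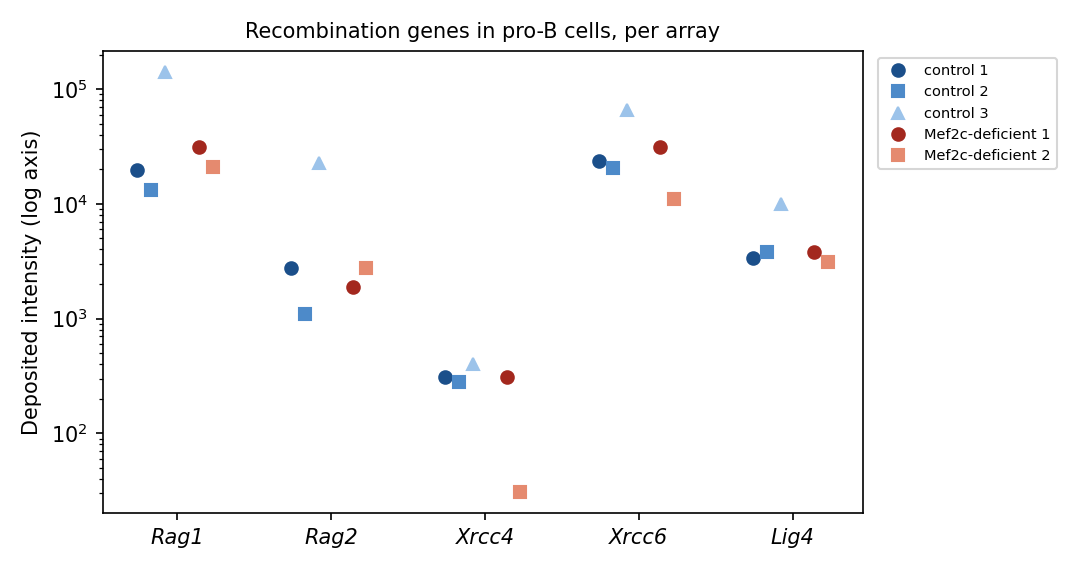
Deposited intensity (vertical log axis) of *Rag1*, *Rag2*, *Xrcc4*, *Xrcc6* and *Lig4* on each of the 5 pro-B arrays, with 1 point per array, blue for control and red for *Mef2c*-deficient. For *Rag1*, *Rag2*, *Xrcc6* and *Lig4* control replicate 3 lies above all other arrays.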

**Figure 6:**
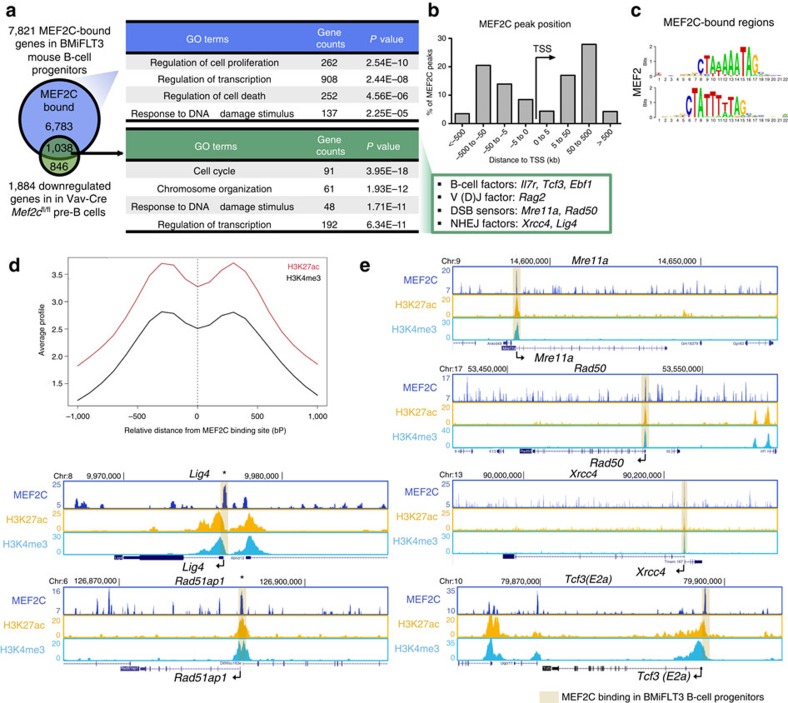
MEF2C binds to DNA repair and B-cell regulators in mouse B-cell progenitors. (**a**) Intersection of MEF2C-bound genes in mouse BMiFLT3 B-cell progenitors and downregulated genes in *Mef2c*-deficient mouse bone marrow pre-B cells. (**b**) MEF2C-binding sites are located both around TSS and at distant regulatory elements in mouse B-cell progenitors. (**c**) MEF2 motif is the third most enriched motif in MEF2C-binding sites in BMiFLT3 cells. (**d**) Genome browser tracks show MEF2C binding, H3K27ac and H3K4me3 enrichment at genes encoding DNA repair and B-cell regulators. MEF2C bindings are highlighted in brown. MEF2C bindings that do not yield statistical significance are labelled with asterisks. (**e**) MEF2C-binding sites in mouse B-cell progenitors correlate with active epigenetic marks.

**Figure 7:**
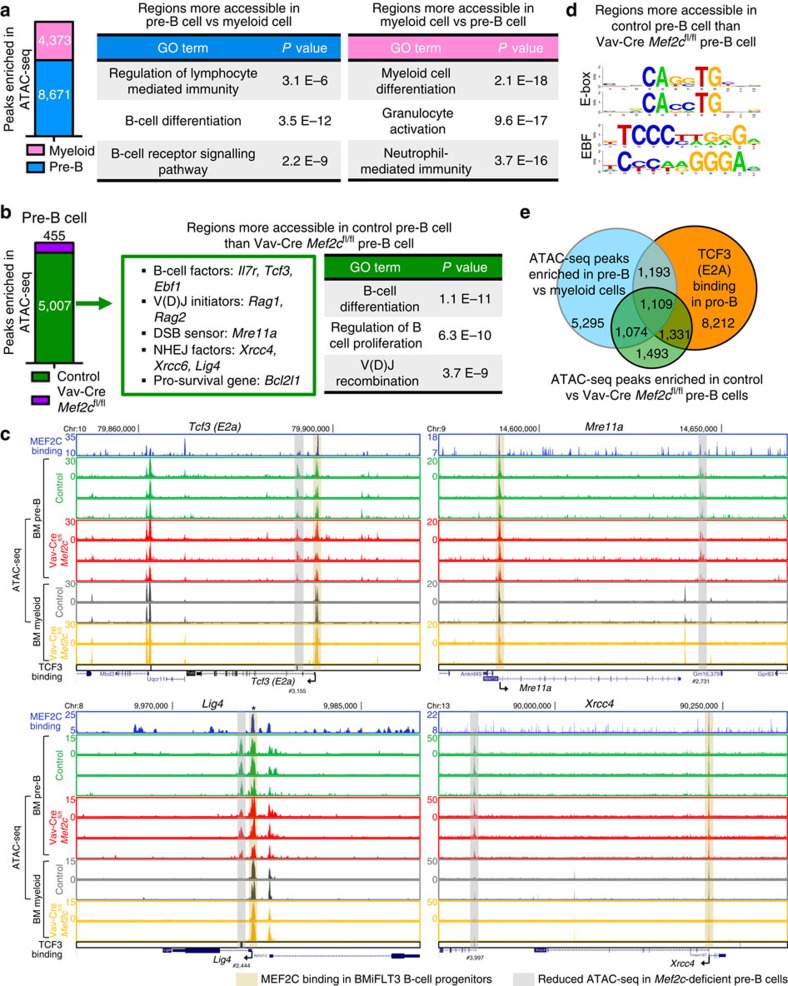
MEF2C promotes chromatin accessibility of its target genes in mouse pre-B cells. (**a**) MAnorm analysis of ATAC-sequencing(ATAC-seq) data in control pre-B cells and control bone marrow myeloid (Mac1^+^Gr1^+^) revealed that the accessibility of regulatory sites in lineage-specific genes is differentially (ratio≥4, *P* value≤0.01) regulated in these two populations. (**b**) MAnorm analysis of ATAC-seq data in control and *Mef2c-*deficient pre-B cells revealed that MEF2C is required to promote chromatin accessibility in regulatory regions of genes required for B-cell differentiation. (**c**) Loss of *Mef2c* reduced the chromatin accessibility nearby genes that are critical for B-cell differentiation and DNA repair. Many of these regulatory sites are also uniquely accessible in pre-B cells as compared with myeloid cells. Regions that are significantly (ratio≥4, *P* value≤0.01) more accessible in control than *Mef2c-*deficient pre-B cells are highlighted in grey and labelled with reference numbers co-related to Supplementary Data 4. Regions that are bound by MEF2C are highlighted in brown. MEF2C bindings that do not yield statistical significance are labelled with asterisks. (**d**) The ATAC-seq peaks that are more accessible in control pre-B cells compared with *Mef2c-*deficient pre-B cells are enriched for E-box and EBF motifs. (**e**) Venn diagram showing extensive overlap of regions that are more accessible in control pre-B cells vs. *Mef2c-*deficient pre-B cells with regions that are more accessible in pre-B cells than myeloid cells, as well as TCF3-bound regions in pro-B cells.

**Figure 8:**
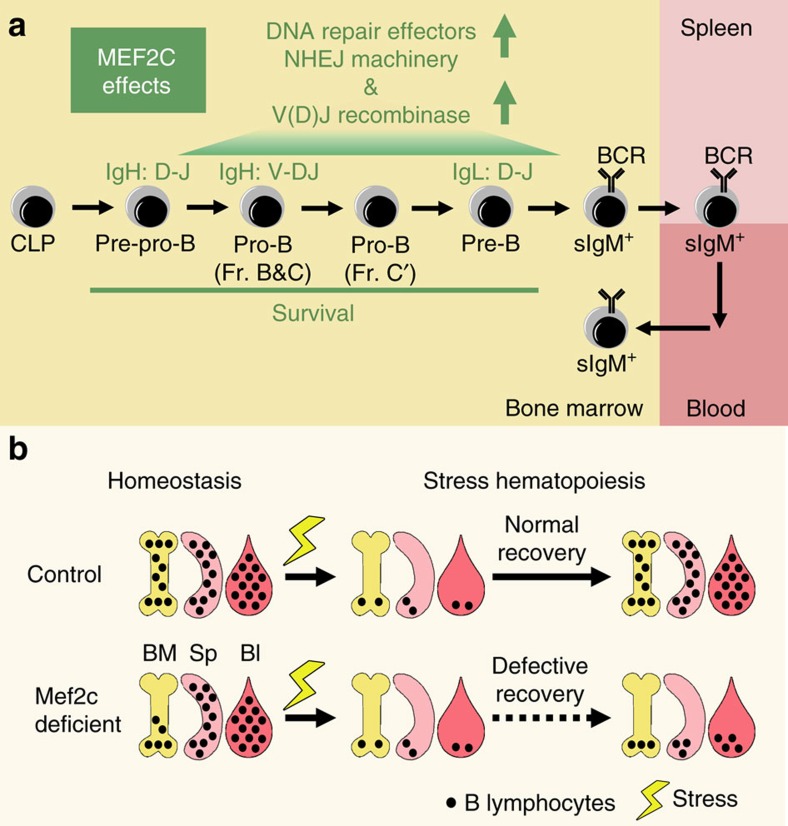
MEF2C enables B-lymphoid regeneration during stress. (**a**) MEF2C ensures efficient bone marrow B lymphopoiesis by enhancing the expression of critical V(D)J recombination initiators and DSB repair machinery thereby promoting the rearrangement of both heavy and light chains, the success of which ensures the survival of bone marrow B-cell progenitors. (**b**) While loss of MEF2C compromises bone marrow B lymphopoiesis during homeostatic conditions, this can be compensated for in the periphery to maintain a relatively intact B-cell pool in blood and spleen. However, the loss of *Mef2c* severely compromises B-lymphoid recovery after irradiation, documenting a critical function for MEF2C in regeneration of the B-lymphoid compartment during stress haematopoiesis.

How the deposited data were processed for this re-analysis (not part of the article)

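RNA of pro-B cells (B220+IgM-CD43+CD24+) from the bone marrow of 9-month-old mice was measured on Affymetrix mouse expression arrays, 3 of control mice and 2 of Vav-Cre *Mef2c* fl/fl mice, with 1 value per probe set and array. The authors background adjusted, quantile normalized and summarized the probe signals by robust multiarray averaging (RMA), compared groups with limma and read detection calls with the MAS5 algorithm. The deposited values are intensities on a linear scale for 23835 probe sets on each of the 5 arrays. They run from 3.16 to 2322555, and their natural logarithms from 1.15 to 14.7, so that the authors appear to have raised e, and not 2, to the log2 signal. Fold changes of the deposited values, which are also the ones the paper tabulates, are therefore larger than folds in signal, and the signal folds given are 2 raised to the difference of natural logarithms. Array medians were 188, 193 and 182 in control replicates 1 to 3 and 238 and 204 in *Mef2c*-deficient replicates 1 and 2. The number of arrays limits the precision. The pre-B arrays, the Q-PCR, Supplementary Fig. 6 and the detection calls were not used here.

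Of the probe sets, 17623 carried 1 gene symbol, 516 several and 5696 none. One probe set was kept per gene, the one with the highest mean log2 value among those with exactly 1 symbol, which gave 17325 genes, 284 of them with several probe sets to choose from. Control and *Mef2c*-deficient arrays were compared with limma (version 3.58.1, R 4.3.3, with statmod 1.5.0) by lmFit and eBayes on log2 values, all 5 arrays in one fit without a filter, and p-values were adjusted by the Benjamini-Hochberg method over all genes. A gene was called as fallen or risen at a fold change of at least 2 and an unadjusted p of at most 0.05, the thresholds of the paper. An exact permutation of 3 against 2 arrays cannot reach a two-sided p of 0.05 and was not used. The fit was tested on simulated data of 3 and 2 arrays with 200 changed genes, where it called 50% of the genes set to a fold of 2, 84% at 3, 96% at 4 and 100% at 8, made 559 calls among the unchanged genes and 0 calls at an adjusted p under 0.05, and made 570 calls on data with no change. Only 200 genes were changed there, against 4568 called on the real arrays, so that these counts give no rate of false calls for the real arrays.

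The given part of Supplementary Data 2, with fold changes of these pro-B arrays, had been seen first. Before the data, that is the deposited values themselves, were examined, 35 gene lists were fixed. They cover DNA repair (DSB repair genes of Fig. 4e, DSB sensing and signalling, NHEJ, homologous recombination, mismatch repair, the Fanconi anaemia pathway, base and nucleotide excision repair), V(D)J recombination, B-cell transcription factors, pre-BCR and IL-7 receptor signalling, mitosis, DNA replication, BCL2 family genes for and against survival, p53 targets, the MEF2 family, the interferon response, ribosomal proteins, splicing factors, the respiratory chain, B-cell stages, other cell types of the bone marrow, housekeeping genes, immediate early and stress genes, and sex-linked genes. The list of Fig. 4e was chosen by the paper on its pre-B arrays. Lists were tested with camera at a preset inter-gene correlation of 0.01, adjusted over the 35 lists, and again with an estimated correlation and with fry. No list had an adjusted p under 0.05 with an estimated correlation. With fry 8 lists lost the call. Its adjusted p was 0.0560 for DNA replication, the respiratory chain and mismatch, Fanconi and base excision repair. It was 0.0572 for nucleotide excision repair, 0.102 for mitosis and 0.124 for pre-BCR and IL-7 receptor signalling. It was 0.0462 for Fig. 4e, DSB sensing and homologous recombination, 0.0120 for housekeeping genes and 0.00097 for splicing factors. Each list's median was also set against 10000 random lists matched on mean level in 50 bins.

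The genes named were chosen by a rule fixed at the same time. They are *Mef2c* and the genes the paper names in its text, Fig. 4c, Fig. 4e or Fig. 5a, the 10 genes with the largest called fold in each direction among genes of at least median level with all arrays of one group beyond all of the other, up to 4 called members of each list with the smallest p, and the 2 most abundant members of each list of another cell type. Genes of Fig. 4e that the paper's text does not name are given here mostly as a list and in a figure, and one gene that its text names is not reported here. The values in the given part of Supplementary Data 1 and 2 had been seen when this rule was written. The further called members of lists with at most 5 calls, and *Cd3d*, *Cd3e*, *Cd3g*, *Cd79a*, *Cd79b*, *Blnk* and the sex-linked genes, were named after their values were seen.

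The alternatives fixed before the data were examined were centring on array medians, a further quantile normalization, centring on housekeeping genes, leaving out genes below the median level, the mean of all probe sets of a gene, every probe set on its own, log2 of the value plus 50, eBayes with trend and robust, array weights, the unpaired two-tailed Student test of the methods, leaving out each array in turn, a block for the replicate number, and the other 2 list tests. Cyclic loess and a fold of 2 on the signal scale were added after the data were seen. Replicate numbers were not used as pairs in the main comparison. Figures were drawn with matplotlib 3.10.9. Supplementary Data 2 was read for the 1997 of its 3507 entries that could be used here, all of them lower in *Mef2c*-deficient pro-B cells.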

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

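The tests of explanations in this part, the look at single arrays and cyclic loess were chosen after the results they concern had been seen, and the camera tests and their other alternatives before.

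*Cd3d*, *Cd3e* and *Cd3g*, which encode chains of the CD3 complex of T cells and which the paper does not discuss, were far above the control arrays in *Mef2c*-deficient replicate 2, at 4684, 13843 and 3212, where the control arrays had 124 to 582, 232 to 387 and 135 to 194 and *Mef2c*-deficient replicate 1 had 350, 366 and 92.1.

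Genes at high mean level were lower and genes at low mean level higher on the *Mef2c*-deficient arrays, with slopes of log2 level on mean level of −0.132 and −0.096 against 0.071, 0.059 and 0.098 on the control arrays. A candidate explanation is less labelled RNA on the *Mef2c*-deficient arrays, which would raise the bacterial hybridisation controls, added in fixed amount, on both of these arrays. Their median over 15 probe sets was 2.69 on *Mef2c*-deficient replicate 1 and 0.72 on replicate 2, against −0.87 to 0.64 on the controls, and the lower of the 2 exceeded the highest control by 0.074, less than the spread of the probe sets (SD 0.304). Loss of *Mef2c* may itself lower abundant transcripts, and the highest *Mef2c*-deficient minus the lowest control slope was −0.155, but the slope follows the genotype and the array alike. On replicate 1 the hybridisation controls stood above every control array by more than the spread of the probe sets. Less labelled RNA would give this on that array. Replicate 2 stays undecided, and its slope of −0.096 was negative too. As the cause of a trend shared by the 2 *Mef2c*-deficient arrays, these explanations cannot be told apart.

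Of 33 measured DSB repair genes of Fig. 4e, 21 fell in *Mef2c*-deficient pro-B cells, and the tables argue against the brightness trend as the whole of this, since their median log2 fold change lay at percentile 0 of 10000 lists matched on mean level. RNA of other cells in place of pro-B RNA would lower every B-lineage gene by about the median of the list, −1.59, but the median of the pan-B genes *Cd79a* (0.36), *Cd79b* (0.0065) and *Blnk* (−1.85) was 0.0065 (SD 1.19). This argues against it as the whole cause, but *Blnk* alone moved as far as asked. On *Mef2c*-deficient replicate 2 T and NK cell and plasmacytoid dendritic cell markers were high. There *Blnk* was 10.6-fold below the other arrays and *Ebf1* at 3026 against 29295 to 35416, so that a part on that array stays open. On replicate 1 alone the median of the 33 genes was −1.17 against the controls. That array had the high hybridisation controls, so that less labelled RNA stays open for it. The adjusted p of the list from camera ran from 6.7e-11 to 0.445 over the alternatives. Fewer dividing cells may contribute, since the mitosis list lay at percentile 1.6 and the DNA replication list at percentile 0.05 of their matched lists, although camera no longer called the mitosis list after a further quantile normalization (adjusted p = 0.203) or cyclic loess (0.450; 2.1e-07 to 0.492 over the alternatives) and *Top2a* rose on a dim probe set. A direct effect of the loss of MEF2C on these genes was not tested and stays open.

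Control replicate 3 stood apart from control replicates 1 and 2, with a median log2 difference of 3.12 for *Rag1*, *Rag2* and *Dntt*, a pre-B marker list 3.31-fold and a pro-B marker list 2.41-fold higher, and a neutrophil marker list lower by a log2 difference of −1.44. Fewer granulocyte transcripts alone would raise all B-lineage genes alike, but *Cd79a*, *Cd79b* and *Blnk* were higher by 0.757 only (SD 0.132). A mouse of the other sex was not decided, since *Xist* was at 99.6 against 94135 to 107004 on the other arrays but 0 of 3 Y-linked genes were above all other arrays, with *Eif2s3y* at 8.94, *Kdm5d* at 5.02 and *Uty* at 12.4, near the floor on every array. A different share of developmental stages may account for part of it, as the pre-B list lay at percentile 99.99 of matched lists. The pro-B list lay at percentile 99.99 too, so that these percentiles do not show a shift between the stages. Immediate early and stress genes were also lower in that array, by a median log2 difference of −1.79.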

How the results depend on the processing

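The 2 alternatives added after the results were seen are cyclic loess and a fold of 2 on the signal scale. Over the alternatives, results for single genes had the same direction and call in 1904 cases, lost the call in 359, gained it in 32 and turned in 59. A gene called in neither setting counts as the same here. Some alternatives could hardly change a result, since 284 of 17325 genes had several probe sets. The mean of all probe sets left 132 results for single genes the same, and every probe set on its own 131. The tests of gene lists stayed, lost, gained and turned in 475, 52, 21 and 46 cases, and 51 of the counts stayed within 1.5 times and 38 did not. Of 98 named genes that were called, 24 passed under every alternative that tested them, among them *Chek1*, *Chek2*, *Rad54l*, *Rad54b*, *Rad51ap1*, *Exo1*, *Rad1*, *Fancf*, *Fancb*, *Fen1*, *Mcm4*, *Srsf1*, *Socs2*, *Cd22*, *Hsph1* and *Ighm* (*Rad54b* and *Fancb* are among the dim genes left out in one of them). The list of Fig. 4e was lower in every alternative, and was called in all but the one with an estimated correlation.

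With each array centred on its median, 1067 genes rose and the sign of *S100a8* (−0.11), *Ctss* (−0.12), *Gp9* (−0.089) and *Cd79b* (−0.22) turned. After a further quantile normalization, 1484 genes fell, 11 genes of Fig. 4e fell, the sign of *Il7r* (0.061), *Rag1* (0.28), *Lig4* (0.35), *S100a8* (−0.020), *Lyz2* (0.10), *Bst2* (0.58) and *Pecam1* (0.45) turned and the direction of the list tests (adjusted p) of B-cell transcription factors (0.579), BCL2 family pro-survival (0.716), MEF2 family (0.989), neutrophil and granulocyte precursor markers (0.989) and monocyte and macrophage markers (0.989) turned. Centred on housekeeping genes, 684 genes fell, 7244 genes rose, 6935 genes had an adjusted p under 0.05, 8 genes of Fig. 4e fell, the sign of *Rag1* (0.41), *Xrcc6* (0.027), *Lig4* (0.25), *Jchain* (0.23), *Mzb1* (0.10), *S100a9* (0.73), *Lyz2* (0.69), *Bst2* (0.55) and *Pecam1* (0.37) turned and the direction of the list tests (adjusted p) of pre-B stage markers (0.906) and T and NK cell markers (0.946) turned. With dim genes left out, 266 genes rose and the direction of the list tests (adjusted p) of V(D)J recombination (0.830), B-cell transcription factors (0.697), BCL2 family pro-survival (0.553), MEF2 family (0.978), interferon response (0.356), ribosomal proteins (0.978), immature and mature B markers (0.553), plasma cell markers (0.956), neutrophil and granulocyte precursor markers (0.147), monocyte and macrophage markers (0.439) and immediate early and stress genes (0.830) turned. On log2 of the value plus 50, 619 genes rose. With arrayWeights, 1028 genes rose, the sign of *Rag1* (0.29) and *S100a8* (−0.027) turned and the direction of the list tests (adjusted p) of BCL2 family pro-survival (0.991) and interferon response (0.996) turned. With the methods' Student test, 1730 genes fell, 956 genes rose and 12 genes had an adjusted p under 0.05. With the replicate number as a block (replicate block), 715 genes rose, the sign of *Rag1* (0.66), *Rag2* (0.38), *S100a8* (−0.11), *Pecam1* (0.023) and *Gp9* (−0.013) turned and the direction of the list tests (adjusted p) of interferon response (0.656) and immature and mature B markers (0.841) turned. With an estimated correlation, the call was lost for DSB repair genes of Fig. 4e (adjusted p = 0.445). After cyclic loess, 1447 genes fell, 11 genes of Fig. 4e fell, the sign of *Il7r* (0.16), *Rag1* (0.56), *Rag2* (0.072), *Xrcc6* (0.19), *Lig4* (0.43), *Jchain* (0.20), *Mzb1* (0.15), *S100a9* (0.22), *Lyz2* (0.55), *Cd247* (0.068), *Bst2* (0.78), *Pecam1* (0.55) and *Rad23b* (0.022) turned and the direction of the list tests (adjusted p) of V(D)J recombination (0.907), B-cell transcription factors (0.249), pre-BCR and IL-7 receptor signalling (0.643), BCL2 family pro-survival (0.514), MEF2 family (0.907), ribosomal proteins (0.518), plasma cell markers (0.928), neutrophil and granulocyte precursor markers (0.458), monocyte and macrophage markers (0.907) and housekeeping genes (0.935) turned. At a fold of 2 on the signal scale, 1835 genes fell and 752 genes rose.

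With each array left out in turn, 967 to 3014 genes rose, 0 to 1894 genes had an adjusted p under 0.05 and 13 to 23 genes of Fig. 4e fell. The log2 fold change ran over both signs for *Rag1* (−1.05 to 0.66), *Rag2* (−1.81 to 0.38), *S100a9* (−0.41 to 0.14), *S100a8* (−0.46 to 0.70), *Lyz2* (−1.29 to 1.07), *Ctss* (−0.59 to 0.81), *Bst2* (−1.79 to 1.31), *Cd209d* (−1.20 to 2.89), *Pecam1* (−0.91 to 0.023), *Gp9* (−0.013 to 0.24), *Cd3g* (−0.77 to 4.36), *Dntt* (−3.43 to 0.11) and *Cd79b* (−0.21 to 0.32). The adjusted p of the list tests that turned or changed their call ran from 0.0176 to 0.215 for NHEJ, 0.426 to 0.889 for interferon response, 0.163 to 0.889 for pre-B stage markers, 0.203 to 0.940 for immature and mature B markers, 0.0150 to 0.997 for neutrophil and granulocyte precursor markers, 0.116 to 0.734 for monocyte and macrophage markers, 0.0122 to 0.716 for T and NK cell markers, 0.0135 to 0.601 for plasmacytoid dendritic cell markers, 0.0618 to 0.775 for erythroid markers, 0.0126 to 0.0998 for base excision repair, 0.0230 to 0.163 for pre-BCR and IL-7 receptor signalling, 0.0125 to 0.136 for ribosomal proteins, 0.0230 to 0.272 for pro-B stage markers and 0.00643 to 0.497 for immediate early and stress genes.

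Fewer genes were tested with dim genes left out (8663 genes with a median log2 fold change of −0.86), and a stricter fold was asked on the signal scale. For the other changes the cause was not tested. Without 1 *Mef2c*-deficient array the other is a lone array, whose spread is assumed to be like that of the controls. Array signals give no background measure here, so that calls on dim probe sets are limited by an unknown floor. The replicate numbers were not taken as pairs, since over genes the difference of control replicates 1 and 2 had a correlation of 0.071 with that of the *Mef2c*-deficient replicates; the replicate block, which drops control replicate 3, gave 1941 genes that fell and 715 that rose, where the main comparison gave 2897 and 1671. A term for the sex of the mouse was not run.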

Differences from the paper's values

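The tabulated fold changes of the paper for *Rad50*, *Chek1*, *Chek2*, *Rad54l* and *Rad51ap1* lay within 1.5 times, or within the error, of the values of the main comparison. The fold changes of all 1997 entries read from Supplementary Data 2 matched those computed here over all probe sets to within 0.000196. The 3507 entries of Supplementary Data 2 are probe sets, and the like count here was 5612 probe sets, 3206 lower and 2406 higher, over 1.5 times as many, at the same fold and p thresholds but without the detection calls of the methods. With 1 probe set per gene 4568 of 17325 genes were called, 2897 lower and 1671 higher. Set against the paper's 3507 probe sets, a different unit, the count of genes was over 1.5 times as high with housekeeping centring (7928). Without *Mef2c*-deficient replicate 2 it was over 1.5 times as high too.

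The paper gives folds of −3.90 for *Rad50*, −5.45 for *Chek1*, −4.12 for *Chek2*, −4.66 for *Rad54l* and −10.6 for *Rad51ap1* (negative where lower). These differed by more than the error from folds of −2.26 for *Rad50*, −3.01 for *Chek1*, −3.19 for *Chek2* and −2.86 for *Rad54l* after a further quantile normalization; −2.25 for *Rad50*, −3.14 for *Chek1*, −2.37 for *Chek2*, −2.68 for *Rad54l* and −6.12 for *Rad51ap1* with housekeeping centring; −6.74 for *Rad50*, −8.00 for *Chek1*, −6.48 for *Rad54l* and −22.1 for *Rad51ap1* without *Mef2c*-deficient replicate 1; −2.26 for *Rad50*, −3.71 for *Chek1*, −3.35 for *Rad54l* and −5.12 for *Rad51ap1* without *Mef2c*-deficient replicate 2; −2.11 for *Rad50*, −2.79 for *Chek1*, −2.76 for *Chek2* and −2.62 for *Rad54l* after cyclic loess, added after the results were seen.

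The paper states that *Rag1*, *Rag2*, *Xrcc4*, *Xrcc6* and *Lig4* are reduced in *Mef2c*-deficient pro-B and pre-B cells. Here these 5 genes did not pass the thresholds of the paper, although all 5 were lower, at −0.38 (*Rag1*), −0.85 (*Rag2*), −1.74 (*Xrcc4*), −0.77 (*Xrcc6*) and −0.55 (*Lig4*). Without *Mef2c*-deficient replicate 1 *Xrcc4* passed at −3.40, on 1 array with a value of 30.8, below its lower quartile of 52.8. Without control replicate 3 the signs of *Rag1* (0.66) and *Rag2* (0.38) turned.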

Other observations

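The gene lists in this part were set out beforehand, and the comparison of single arrays with the others was chosen after the values had been seen.

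Of 10 measured pro-B stage markers 1 fell in *Mef2c*-deficient pro-B cells, *Socs2* (1 adjusted over the list alone), with a median log2 fold change of −0.87 for the list (camera, adjusted p = 0.0738, 0.618 with an estimated correlation and 0.0230 without control replicate 2). None of 7 pre-B stage markers passed (median −0.12, adjusted p = 0.852). Without control replicate 3 their median was 0.71 and 2 rose. It was 0.78 after a further quantile normalization and 0.68 with housekeeping centring, and 1 rose in each. Without control replicates 1 and 2 it was −0.37 and −0.47. Of 16 markers of immature and mature B cells *Ighm*, *Cd22* and *Ccr7* fell (2 adjusted over the list alone, adjusted p = 0.453). *Cd22* had 4878 ± 1413 (SD, n = 3) in control and 579 ± 55.1 (SD, n = 2) in *Mef2c*-deficient pro-B cells, a 4.31-fold difference in signal, while the 2 most abundant of these markers, *Cd74* (97963 ± 57239 and 196964 ± 142698) and *Tnfrsf13c* (31219 ± 22504 and 43561 ± 4835), did not pass. Of 6 plasma cell markers *Sdc1* fell (0 adjusted over the list alone, adjusted p = 0.563), and *Jchain* (163741 ± 71564 and 105423 ± 21203) and *Mzb1* (86488 ± 11747 and 59089.6 ± 36915) did not pass. Calls ended without control replicate 1 for *Ccr7* (−1.21) and *Sdc1* (−2.99); without control replicate 3 for *Ccr7* (−1.03) and *Sdc1* (−1.90); without *Mef2c*-deficient replicate 1 for *Sdc1* (−3.47); without *Mef2c*-deficient replicate 2 for *Ccr7* (−0.82) and *Sdc1* (−1.82).

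Transcripts of other cell types of the bone marrow were measured on every array. The sort for B220+IgM-CD43+CD24+ cells would leave out cells without B220, but plasmacytoid dendritic cells can carry B220 and lack IgM as well. None of 16 neutrophil markers passed (adjusted p = 0.688), but 5 fell without control replicate 3 (0.0150) and 3 without *Mef2c*-deficient replicate 2 (0.0497), in a range of 0.0150 to 0.997 with each array left out, and *S100a9* had 1643569 ± 580523 in control and 1504467 ± 309973 in *Mef2c*-deficient pro-B cells, rank 1 or 2 of all genes on each array. Of 14 monocyte and macrophage markers *C1qa* rose (adjusted p = 0.751), with *Lyz2* at 292890 and 361257 and *Ctss* at 38343 and 46236 in the 2 groups. Of 17 T and NK cell markers *Prf1* and *Gzma* fell and *Cd8a* and *Ncr1* rose (1 adjusted over the list alone, adjusted p = 0.573), with *Prf1* at 8276 ± 1439 and 3508 ± 147 and *Cd247* at 10702 and 5365. Of 7 plasmacytoid dendritic cell markers *Tcf4* rose (adjusted p = 0.255), with *Bst2* at 8609 and 11563 and *Cd209d* at 1762 and 6371. Of 10 erythroid markers *Car2* and *Tfrc* fell and *Slc4a1* rose (2 adjusted over the list alone, adjusted p = 0.459), with *Car2* at 54059 and 15183 and *Tfrc* at 20288 and 9329. Of 9 basophil, eosinophil and mast cell markers *Prg3* rose (adjusted p = 0.217), with *Prg3* at 985 and 3088 and *Prg2* at 553 and 2521, and none of 10 stromal and megakaryocyte markers passed (adjusted p = 0.144), with *Pecam1* at 5597 and 3687 and *Gp9* at 444 and 485. In *Mef2c*-deficient replicate 2 the median of the T and NK cell markers was 3.27-fold, of the plasmacytoid dendritic cell markers 3.83-fold, of the neutrophil markers 1.82-fold, of the erythroid markers 1.71-fold and of the monocyte markers 1.44-fold above the other 4 arrays. Without *Mef2c*-deficient replicate 1, 9 T and NK cell, 4 plasmacytoid dendritic cell and 4 erythroid markers rose, and without *Mef2c*-deficient replicate 2, 6 T and NK cell and 4 monocyte markers fell, while 3 monocyte markers rose without control replicate 2. With housekeeping centring 6 stromal and megakaryocyte, 5 erythroid, 5 basophil, eosinophil and mast cell and 4 T and NK cell markers rose. Calls ended without control replicate 1 for *C1qa* (1.67), *Gzma* (−1.19), *Ncr1* (1.13), *Tcf4* (2.57), *Tfrc* (−1.25) and *Prg3* (1.83); without control replicate 2 for *Tfrc* (−1.31); without control replicate 3 for *C1qa* (1.53), *Gzma* (−1.30), *Ncr1* (1.29), *Tcf4* (1.89) and *Tfrc* (−1.29); without *Mef2c*-deficient replicate 1 for *C1qa* (0.97), *Gzma* (−1.14), *Tcf4* (1.37) and *Prg3* (1.62); without *Mef2c*-deficient replicate 2 for *Ncr1* (0.73), *Tfrc* (−0.58) and *Prg3* (2.03). *Gzma* was below the array median on both *Mef2c*-deficient arrays, and *Cd8a*, *Ncr1* and *Tcf4* on all 3 control arrays, so that the background limits these folds. *C1qa* was below the array median on control replicates 1 and 3, where the background limits the fold too.

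Of 18 immediate early and stress genes *Hsph1*, *Ddit3*, *Dnajb1* and *Nr4a1* fell (1 adjusted over the list alone), with a median of −1.11 for the list (camera, adjusted p = 0.183, and 0.0021 to 0.830 over the alternatives, with 0.0064 without control replicate 3). The median of this list was −0.59, −0.74 and −1.49 without control replicates 1, 2 and 3. *Hsph1* had 15043 ± 3294 (SD, n = 3) in control and 3630 ± 408 (SD, n = 2) in *Mef2c*-deficient pro-B cells. *Nr4a1* was below the array median on both *Mef2c*-deficient arrays, where the background limits the fold. None of 11 interferon response genes passed (adjusted p = 0.721), nor did any of 4 sex-linked genes (adjusted p = 0.131). From limma 1 of the sex-linked genes, and 0 of the interferon, pre-B, neutrophil and stromal lists, had an unadjusted p under 0.05. Calls ended without control replicate 2 for *Nr4a1* (−1.73); without control replicate 3 for *Dnajb1* (−1.45); without *Mef2c*-deficient replicate 1 for *Nr4a1* (−1.83); without *Mef2c*-deficient replicate 2 for *Dnajb1* (−1.04) and *Nr4a1* (−1.45).

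Control replicates 1 and 2 had the same deposited value in 17.6% of probe sets, where the other pairs of arrays had 3.12% to 9.72%.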
